# *Cdc42* defect reveals insights into microvilli organization and function in T cell immunity

**DOI:** 10.1073/pnas.2505291122

**Published:** 2025-07-25

**Authors:** Won-Chang Soh, Sang-Moo Park, Jeong-Su Park, Hatice Karabulut, Hee-Tae Kang, Sun-Kyoung Kang, Min-Sang Kim, Jihwan Park, Sunjae Lee, Hye-Ran Kim, Chang-Duk Jun

**Keywords:** Cdc42, T cell microvilli, T cell activation

## Abstract

Microvilli on T cells differ from those on epithelial cells, exhibiting filopodia-like characteristics that facilitate the clustering of molecules essential for sensing and cell migration. Recently, they have also been recognized as the structures from which T cell immunological synaptosomes (TIS) are released. In this study, we examined a key determinant of microvilli organization during T cell development and explored the functional roles of these structures, particularly in relation to T cell behaviors. During thymocyte maturation, single-positive thymocytes were found to develop more and longer microvilli than double-positive thymocytes. However, the deletion or inhibition of Cdc42, a small Rho family protein, significantly reduced both the number and length of microvilli in single-positive thymocytes, leading to decreased cell mass. This reduction in microvilli correlates with a decrease in antigen recognition, leading to diminished T cell activation and adhesion, as well as reduced TIS production, while intrinsic migratory properties remain unaffected. These findings highlight the filopodia-like characteristics of T cell microvilli. In this context, Cdc42 contributes significantly to microvilli formation, thereby shaping T cell function.

## Significance

The regulation and function of T cell microvilli remain incompletely understood. In this study, we show that Cdc42 is involved in controlling microvilli formation during the transition from the DP to SP stage, thereby enhancing antigen recognition, promoting TCR-mediated activation, and facilitating APC binding. Notably, instead of disappearing upon activation, microvilli function as scaffolds for TCR microcluster formation and serve as a source of microvesicles during immune synapse formation. By utilizing Cdc42 knockout and inhibition models, we demonstrate the crucial role of Cdc42 in orchestrating microvilli dynamics, T cell activation, and immune communication. These findings establish a previously unrecognized connection between Cdc42-mediated microvilli regulation and adaptive immunity.

Microvilli are finger-like membrane protrusions composed of cross-linked actin bundles that are present on various cell surfaces (1). The most well-characterized microvilli are those of intestinal epithelial cells, which maintain a constant length and are specialized for nutrient absorption (2, 3). T cells also have numerous microvilli on their surface (2, 3); however, unlike those on epithelial cells, T cell microvilli are highly dynamic and resemble filopodia, intermittently growing and shrinking through the assembly and disassembly of actin filaments (4, 5). Given their mobility, T cell microvilli have long been suggested to facilitate adhesion to vascular endothelial cells and, more recently, to serve as antigen sensors that interact with antigen-presenting cells (APCs) or target cells (4, 6).

Despite these established roles, how T cells initially recognize antigens on APCs remains a subject of debate. Advances in microscopy and the identification of microvillar-specific proteins have provided insights into the dynamic behavior of T cell microvilli during interactions with APCs (6, 7). Jung et al. demonstrated that TCRs are highly clustered at the tips of microvilli, positioning these structures as effective antigen sensors (8). They also reported that the ERM-dependent assembly of key TCR signaling molecules—CD4, CD2, Lck, and LAT—as well as costimulatory molecules occurs at the microvillar tips (9). Our group visualized the dynamic movement of microvilli toward the surface of opposing cells during antigen recognition, along with the specific localization of the TCR ζ-chain at the tips of microvilli (7).

However, an alternative perspective suggests that antigen recognition and early immune synapse formation are primarily driven by TCR microclusters, which are thought to form independently of microvilli (10–12). This divergence in focus raises an important question: how are microvilli and TCR microclusters functionally related? Previous studies indicate that microvilli collapse in a Rac1-dependent manner upon T cell activation (13), suggesting they may not directly contribute to TCR microcluster formation. Additionally, prevailing models of microcluster formation emphasize the random diffusion of membrane proteins, often overlooking the structural role of microvilli (14). These complementary viewpoints highlight the need for further investigation into whether microvilli actively participate in the spatial organization of TCR microclusters or merely serve as initial antigen-sensing platforms before giving way to microcluster-driven signaling.

Beyond antigen recognition, recent studies have shown that T cells release synaptic ectosomes or TCR-enriched microvesicles at the immune synapse, implicating ESCRT proteins and ectocytosis mechanisms (15, 16). However, the potential involvement of microvilli in this process has also remained largely unaddressed. Our research proposes that microvilli serve as the source of synaptic ectosomes, which detach from the T cell body upon activation and transfer to APCs (7). We have previously termed these vesicles “T cell immunological synaptosomes (TIS)” due to their ability to transfer T cell messages. Based on this, we hypothesize that microvilli play broader roles beyond antigen sensing, contributing to both the initiation and regulation of immune responses and the intercellular transmission of T cell signals.

Another question in this study is how microvilli form and undergo structural remodeling during T cell development, which remains unclear. In particular, their regulation at each developmental stage in the thymus is poorly understood, and little is known about the factors governing their formation or the consequences of their disruption. In this study, we provide the evidence that microvilli presentation is dynamically regulated throughout T cell development. Specifically, we found that double-positive (DP) thymocytes exhibit short and sparse microvilli, whereas single-positive (SP) thymocytes develop significantly longer and more numerous microvilli. Cdc42, a member of the Rho family GTPases, is a key regulator of actin dynamics, functioning alongside Rac1 and RhoA (17). It plays a particularly critical role in filopodia formation through interactions with ERM and other actin-binding proteins (18). Given the strong structural and functional similarities between T cell microvilli and filopodia, we investigated the role of Cdc42 in microvilli formation and its impact on T cell development and function.

Our findings demonstrate that Cdc42 is indispensable for proper microvilli organization during T cell maturation. Notably, we found that T cell microvilli are not merely passive antigen sensors; they actively contribute to TCR microcluster formation and facilitate their translocation to the central supramolecular activation cluster (c-SMAC), thereby reinforcing the immunological synapse. Furthermore, disruption of Cdc42—through knockout or inhibition—resulted in defective microvilli formation and impaired production of TIS in activated T cells. Despite these defects, other Rho family GTPases and actin-regulatory proteins remained functional, preserving T cell motility. These findings highlight the specific role of Cdc42 in immunological synapse formation and the specialized generation of synaptosomes, without broadly compromising other T cell functions.

## Results

### Microvilli Are Key Structures in T Cell Activation, TCR Microcluster Organization, and the Generation of Immunological Synaptosomes.

T cells are covered with numerous membrane protrusions called microvilli, which differ markedly from those on epithelial cells (Fig. 1*A*). Whereas epithelial microvilli are uniform and mainly involved in nutrient absorption, T cell microvilli show irregular, dynamic morphologies that vary with cellular state and environment (Fig. 1 *A* andd *B*). Despite their abundance, the mechanisms underlying microvilli formation and regulation in T cells remain poorly understood. Moreover, their fate during T cell activation and deactivation has not been fully explored, and it is unknown whether microvilli dynamics are regulated during thymic development.

**Fig. 1.**
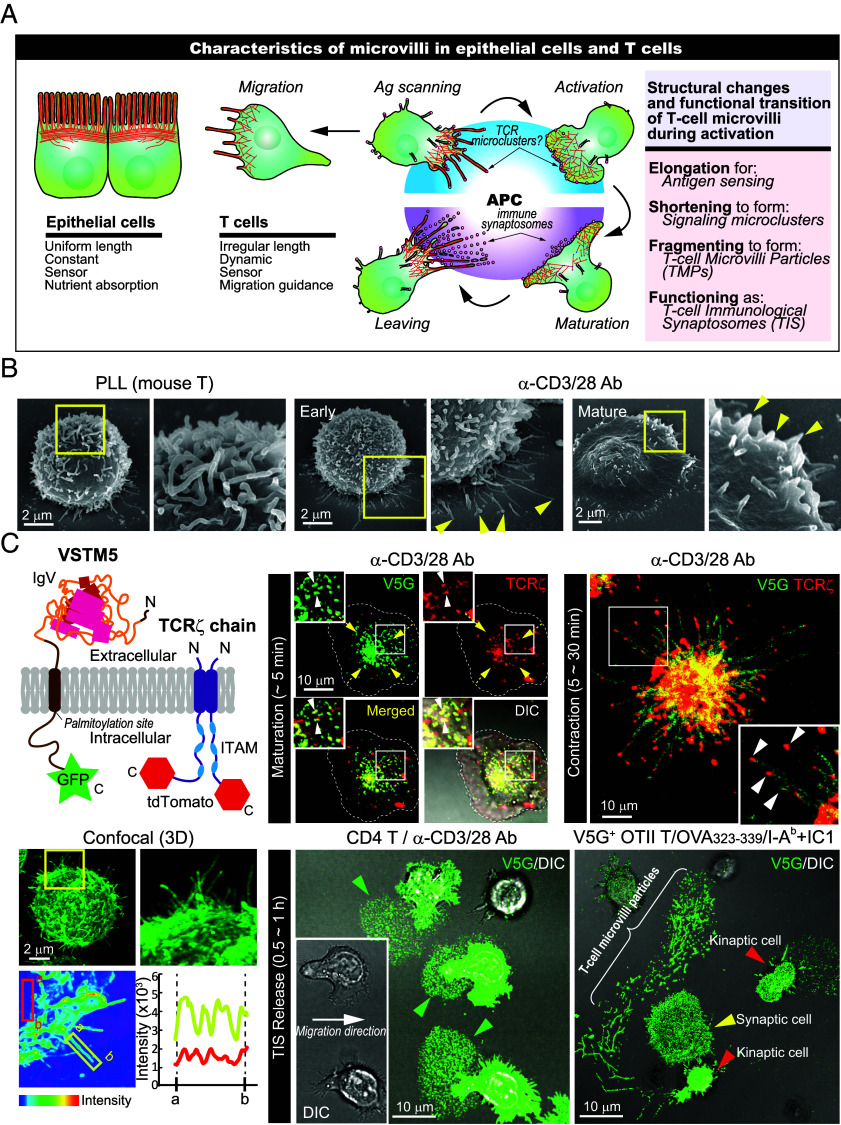
T cell microvilli are essential structures that not only scan antigens but also play a crucial role in delivering T cell messages. (*A*) Schematic diagram comparing the characteristics of microvilli between epithelial cells and T cells. (*B*) SEM images of CD4^+^ blast cells from wild-type (WT) mice in activating manner on anti-CD3/CD28-coated surfaces. Arrows indicate protruding T cell microvilli in activated T cells. (*C*) The movement of Vstm5_GFP (V5G) and TCR ζ _tdTomato signals during T cell activation on immobilized antibodies (iAb). Schematic representation of the V5G and TCR ζ _tdTomato constructs (*Top Left*) and the 3-dimensional confocal imaging of V5G (*Bottom Left*). Intensity mapping of V5G shows distinct peaks in fluorescence intensity (*Bottom Left*). The localization of V5G and TCR ζ during the maturation and contraction phases of T cells on plate-immobilized anti-CD3/CD28 (iAb) surfaces is shown. Yellow arrows indicate the direction of V5G (green) and TCR ζ (red) movement. White arrows highlight the TCR ζ located at the tips of microvilli (*Top Right*). Green arrows indicate TIS release behind moving CD4^+^ T cells expressing V5G on iAb and supported lipid bilayers presenting OVA_323-339_/I-Ab+IC1 (*Bottom Right*).

While T cell microvilli are primarily involved in antigen sensing, we have previously demonstrated that, due to the enrichment of TCRs at their tips, microvilli serve as carriers that facilitate the movement of TCR microclusters toward the c-SMAC, thereby enhancing activation signaling and facilitating the formation of a stable immunological synapse (4, 7). This was supported by the colocalization of the microvilli-specific protein Vstm5 with TCRζ at microclusters (Fig. 1*C*) (7). Additionally, EM images of mature immunological synapses show partially intact microvilli at the synapse periphery (Fig. 1 *B*, *Right*, yellow arrows), suggesting roles in synapse formation, maintenance, and dissociation.

Previous studies from other groups have suggested that activated T cells release TCR-enriched microvesicles, or synaptic ectosomes, primarily from the c-SMAC (15, 16). However, as shown in Fig. 1*C*, during later stages of activation—particularly the contraction and final kinapse stages—TCRs remain at microvilli tips, which eventually detach to form TCR-containing microvesicles. These observations suggest that microvilli play roles beyond antigen sensing, contributing to intercellular communication through vesiculation. Fig. 1*A* summarizes the structural and functional transitions of microvilli during T cell activation, including elongation for sensing, shortening for microcluster formation, fragmentation into T cell microvilli particles, and their final role as TIS. To explore these diverse functions, we first investigated microvilli organization during T cell development. Using a Cdc42 conditional knockout model, we examined how microvilli formation is regulated, their contribution to TCR microcluster and synapse formation, and their role as a vesicle source for intercellular signaling. In some experiments, the Cdc42 inhibitor CASIN was used to control for off-target effects of genetic deletion.

### Microvillar Presentation on the Surface of Thymocytes Is Controlled During Development.

Although thymocytes progress through multiple developmental stages, the regulation of surface microvilli remains unclear. To address this, we analyzed sorted thymocyte subsets by SEM. In WT mice, microvilli were abundant at the DN stage, reduced at the DP stage, and restored at the SP stage. SP thymocytes also showed increased FSC and SSC, likely reflecting microvilli reappearance (Fig. 2 *A* and *B*). Intriguingly, qPCR revealed that Cdc42 expression was relatively low in DP thymocytes compared to DN and SP stages.

**Fig. 2.**
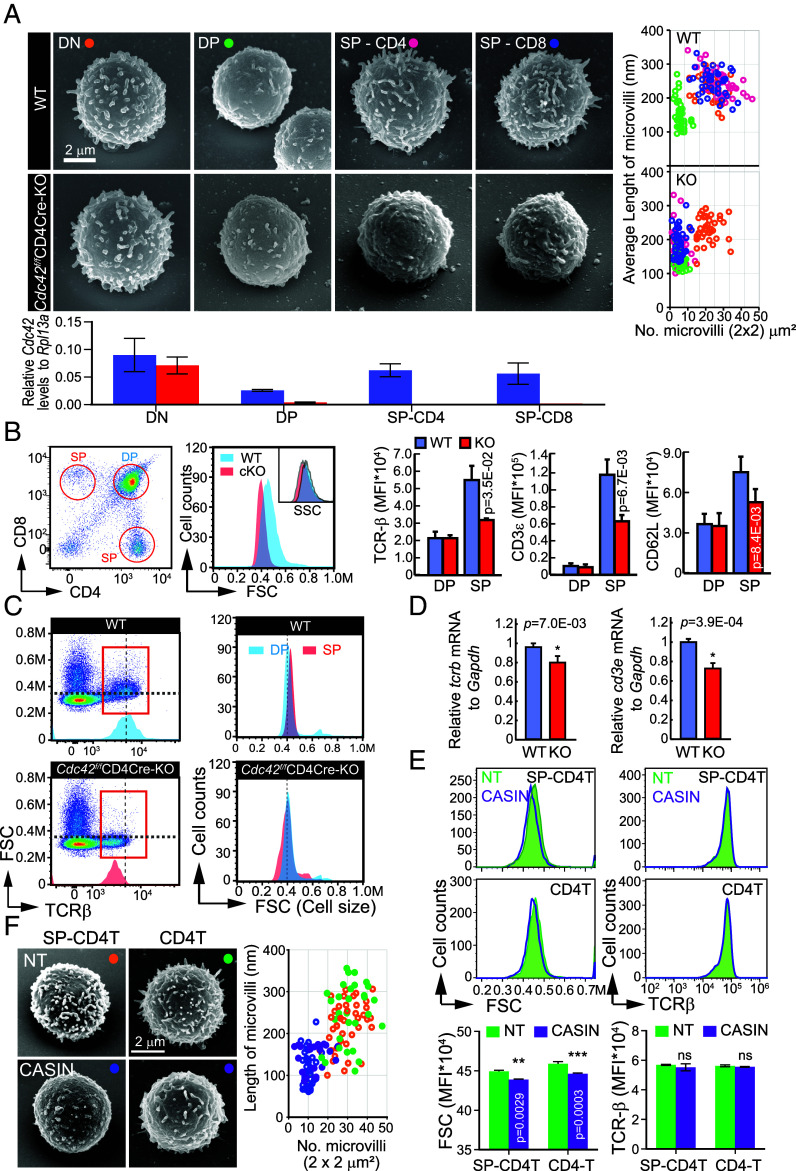
Cdc42 is required for microvilli organization on the cell surface in both thymocytes and mature T cells. (*A*) SEM images of double-negative (DN), double-positive (DP), and single-positive (SP) thymocytes from *Cdc42^f/f^* (WT) and *Cdc42^f/f^*CD4Cre (KO) mice. The number and length of microvilli per 4 μm^2^ were quantified using the ImageJ software (n = 100). Each orange (DN), green (DP), purple (CD4^+^SP), and blue (CD8^+^ SP) circle in the graphs represents an individual cell. (*B*) Flow cytometric analysis for FSC, SSC of total thymocytes and TCRβ, CD3ε, CD62L of DP, SP thymocytes gated from total thymocytes from *Cdc42^f/f^* (WT) and *Cdc42^f/f^*CD4Cre (KO) mice. (*C*) Flow cytometric analysis for FSC and SSC on TCRβ^high^ thymocytes gated from total thymocytes from *Cdc42^f/f^* (WT) and *Cdc42^f/f^*CD4Cre (KO) mice. (*D*) Expression of TCRβ, CD3ε on CD4^+^ SP thymocytes from WT and KO mice. (*E* and *F*) Surface expression of TCRβ and cell size (FSC) in CD4^+^ SP thymocytes and CD4^+^ T cells (*E*), SEM images of CD4^+^ SP thymocytes and CD4^+^ T cells (*F*) in the presence or absence of CASIN (10 µM, 2 h). (*E* and *F*) Data represent the mean ± SEM of three independent experiments. Statistics was performed using Student’s *t* test.

*Cdc42^f/f^*CD4Cre (*Cdc42*-conditional-knockout, cKO) mice were generated by crossing *Cdc42^f/f^* mice with CD4Cre transgenic mice (*SI Appendix*, Fig. S1*A*). These mice displayed normal body and immune organ sizes (*SI Appendix*, Fig. S1 *B* and *C*), but showed a reduced thymic medulla area, where CD4^+^ and CD8^+^ SP thymocytes reside (*SI Appendix*, Fig. S1*D*). While DN and DP thymocyte populations were unaffected, CD4^+^ and CD8^+^ SP thymocytes were significantly reduced (*SI Appendix*, Fig. S1*E*). Consistent with previous reports (19, 20), Cdc42 deficiency impaired T cell maturation, leading to decreased peripheral CD4^+^ and CD8^+^ T cells and increased TCRβ^−^ DN T cells (*SI Appendix*, Fig. S1*F*). Peripheral lymphoid organs also showed an expansion of γδ T cells (*SI Appendix*, Fig. S2*A*), which survived better than αβ T cells under stimulation in Cdc42-cKO mice (*SI Appendix*, Fig. S2*B*). This shift correlated with enhanced tumor suppression in a B16 melanoma model, likely due to Th17-like γδ T cells (*SI Appendix*, Fig. S2*C*) (21).

In contrast to WT cells, *Cdc42*-cKO SP thymocytes exhibited significantly fewer and shorter microvilli (Fig. 2*A*), failed to increase in size during DP-to-SP transition, and had reduced surface TCRβ and corresponding mRNA levels (Fig. 2 *B*–*D*). We also utilized *Cdc42^f/f^* dLck-Cre mice to induce Cre expression at late thymocyte stages. Although thymocyte development appeared largely normal (*SI Appendix*, Fig. S3 *A* and *B*), these mice showed defects in peripheral CD8^+^ T cells (*SI Appendix*, Fig. S3*C*) and mostly abnormal microvilli structures (*SI Appendix*, Fig. S3*D*). However, western blotting revealed inconsistent and often minimal reduction of Cdc42 protein compared to WT (*SI Appendix*, Fig. S3*C*), limiting the model’s utility. Therefore, we focused on SP thymocytes from *Cdc42^f/f^* CD4-Cre mice, which showed more complete Cdc42 deletion and clearer microvilli defects (*SI Appendix*, Fig. S1*A* and Fig. 2 *A*–*C*). Since our goal was to examine microvilli function using Cdc42 deletion, dLck-Cre peripheral T cells were used only for supplementary analysis.

Because *Cdc42* knockout results in both microvilli loss and reduced TCR expression, we sought to determine whether the diminished TCR expression in *Cdc42*-cKO cells was due to the absence of microvilli or an intrinsic defect in TCR expression during differentiation. To address this, we gated cells of similar size and evaluated their TCR expression. The persistently low TCR levels observed (*SI Appendix*, Fig. S3*D*) suggest that the *Cdc42*-cKO induces a differentiation defect, leading to reduced TCR expression independent of cell size. This diminished TCR expression complicates the interpretation of subsequent experiments, making it challenging to discern whether observed effects arise from microvilli abnormalities or defects in TCR expression. To overcome this limitation, we employed CASIN, a selective Cdc42 inhibitor (Fig. 2*E*). Treatment of both CD4^+^ SP thymocytes and peripheral CD4^+^ T cells with 10 µM CASIN did not affect surface TCRβ expression (Fig. 2*E*), but led to a marked reduction in surface microvilli and a modest decrease in cell size (Fig. 2 *F* and *G*). As a control, we examined whether CASIN treatment reduced the number and length of cell surface microvilli in MC38 epithelial cells (*SI Appendix*, Fig. S3*E*).

### T Cells Lacking or Inhibiting Cdc42 Show Attenuated TCR Signaling and Antigen Recognition on APCs.

Given the reduced number and length of microvilli in Cdc42-deficient T cells (Fig. 2*A*) and their actin-based structure, we examined actin dynamics following TCR activation, primarily using SP thymocytes. Although still transitional, SP thymocytes have undergone positive selection and express high levels of TCRs, adhesion, and costimulatory molecules, enabling effective conjugate formation with APCs (22, 23). Thus, they serve as a suitable surrogate for peripheral T cells—especially in *Cdc42^f/f^* CD4-Cre mice, where peripheral CD4^+^ T cells are scarce or outnumbered by γδ T cells (*SI Appendix*, Fig. S2 *A* and *B*), making conventional analysis unreliable. CD4^+^ SP thymocytes from Cdc42-cKO mice exhibited normal actin responses to TCR stimulation but had significantly lower baseline F-actin levels, resulting in reduced overall F-actin accumulation (Fig. 3*A*). They also showed impaired spreading on anti-CD3/CD28-coated plates (Fig. 3*B*), indicating compromised actin dynamics and content. Similar defects were observed in peripheral CD4^+^ T cells from *Cdc42^f/f^* dLck-Cre mice (*SI Appendix*, Fig. S4 *A* and *B*).

**Fig. 3.**
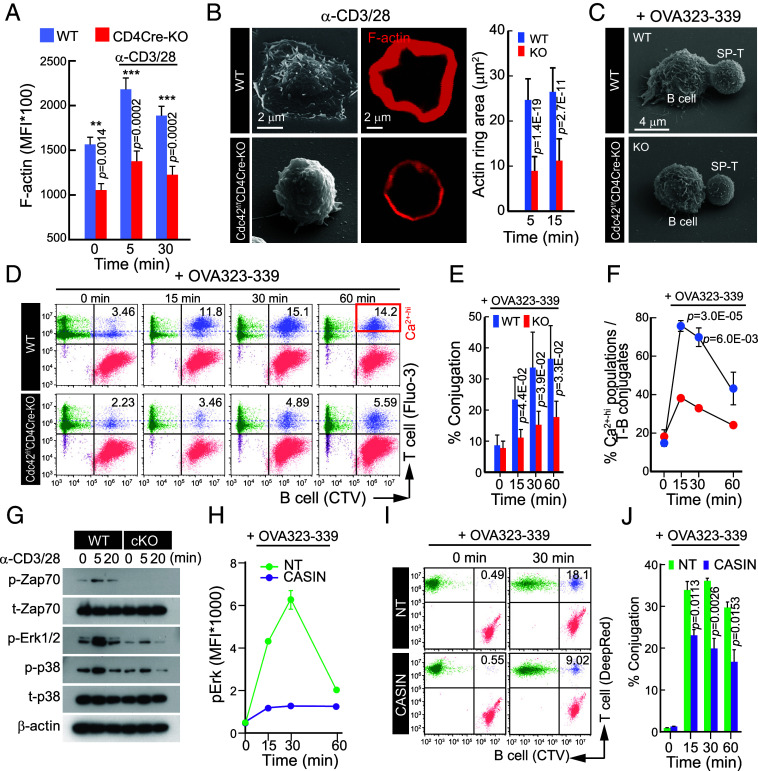
CD4^+^ SP thymocytes lacking Cdc42 show attenuated TCR signaling and antigen recognition on APCs. (*A*) Time-dependent changes in F-actin levels in CD4^+^ SP thymocytes from *Cdc42^f/f^* (WT) and *Cdc42^f/f^*CD4Cre (KO) following stimulation with soluble anti-CD3/CD28 antibodies. (*B*) Representative SEM and confocal images of cells stimulated on anti-CD3/CD28 antibody-coated glass coverslips for 5 min (n = 50 cells). (*C*) Representative SEM images showing conjugated cells. (*D*–*F*) Calcium influx and conjugation assay between CD4^+^ SP thymocytes and APCs. Conjugated cells were analyzed by flow cytometry (*D*) and quantified (*E* and *F*). (*G*) TCR proximal signaling (Zap70, Erk, p38) of CD4^+^ SP thymocytes from WT and KO mice on anti-CD3/CD28 Abs-coated glass at 5, 20 min. (*H*) ERK signaling with or without CASIN treatment. (*I* and *J*) Conjugation assay between CASIN-treated or untreated CD4^+^ SP thymocytes and APCs. Conjugated cell populations were analyzed by flow cytometry (*I*) and quantified (*J*). Data represent the mean ± SEM from three independent experiments. Statistics was performed using Student’s *t* test.

The reduced number and length of actin-supported microvilli likely impair antigen recognition by CD4^+^ SP thymocytes (Fig. 3*C*), weakening their interaction with APCs and the associated calcium influx upon antigen stimulation (OVA323-339). To assess this, we evaluated conjugate formation and calcium signaling. CD4^+^ SP thymocytes were stained with Fluo-3, and B cells with CTV, allowing simultaneous monitoring of calcium influx in conjugates. Cdc42-deficient thymocytes showed significantly fewer conjugates (Fig. 3 *D*–*F*) and reduced Ca^2+^ influx (Fig. 3 *D* and *F*), along with decreased TCR-mediated signaling (Fig. 3*G*).

To address the challenge of reduced TCR expression on the surface of *Cdc42*-cKO T cells, we evaluated the effect of CASIN on TCR-mediated ERK signaling and OT-II CD4^+^ SP thymocyte–B cell conjugate formation. Notably, despite unchanged surface TCR levels, CASIN treatment significantly reduced phospho-ERK levels and impaired SP thymocyte–B cell conjugation (Fig. 3 *H*–*J*). In parallel, similar results were also obtained from peripheral CD4^+^ T cells obtained from OT-II mice (*SI Appendix*, Fig. S5 *A*–*C*). These findings suggest that Cdc42 contributes to the maintenance of microvilli, which in turn may facilitate effective TCR signaling and immune synapse formation—supporting a role for microvilli beyond simple antigen recognition.

### T Cells Lacking Cdc42 Display Fewer TCR Microclusters and a Diminished Release of Immunological Synaptosomes.

Based on previous studies, it was assumed that microvilli play a limited role in the formation and movement of TCR microclusters, as these structures were believed to collapse upon T cell activation (24). However, our research, along with others, has demonstrated that TCRs are enriched at the tips of microvilli (7, 8). These findings suggest that microvilli persist on T cells regardless of activation state and play a key role in directing TCR microclusters toward the c-SMAC. As shown in Fig. 1*B*, microvilli are not fully lost upon activation but are obscured by lamellipodia. Consistent with this, schematic and imaging data (Fig. 4*A*) indicate that dynamic microvilli movements help guide TCR microclusters. Notably, the microvilli-specific marker V5G colocalizes with actin foci, suggesting that microvilli actively regulate or restrict microcluster movement. At later stages, TCR clusters may even detach and transfer to the APC surface (Fig. 1*C* and *SI Appendix*, Fig. S6*A*). These observations challenge the notion that microvilli collapse during T cell activation and highlight their role in synapse organization.

**Fig. 4.**
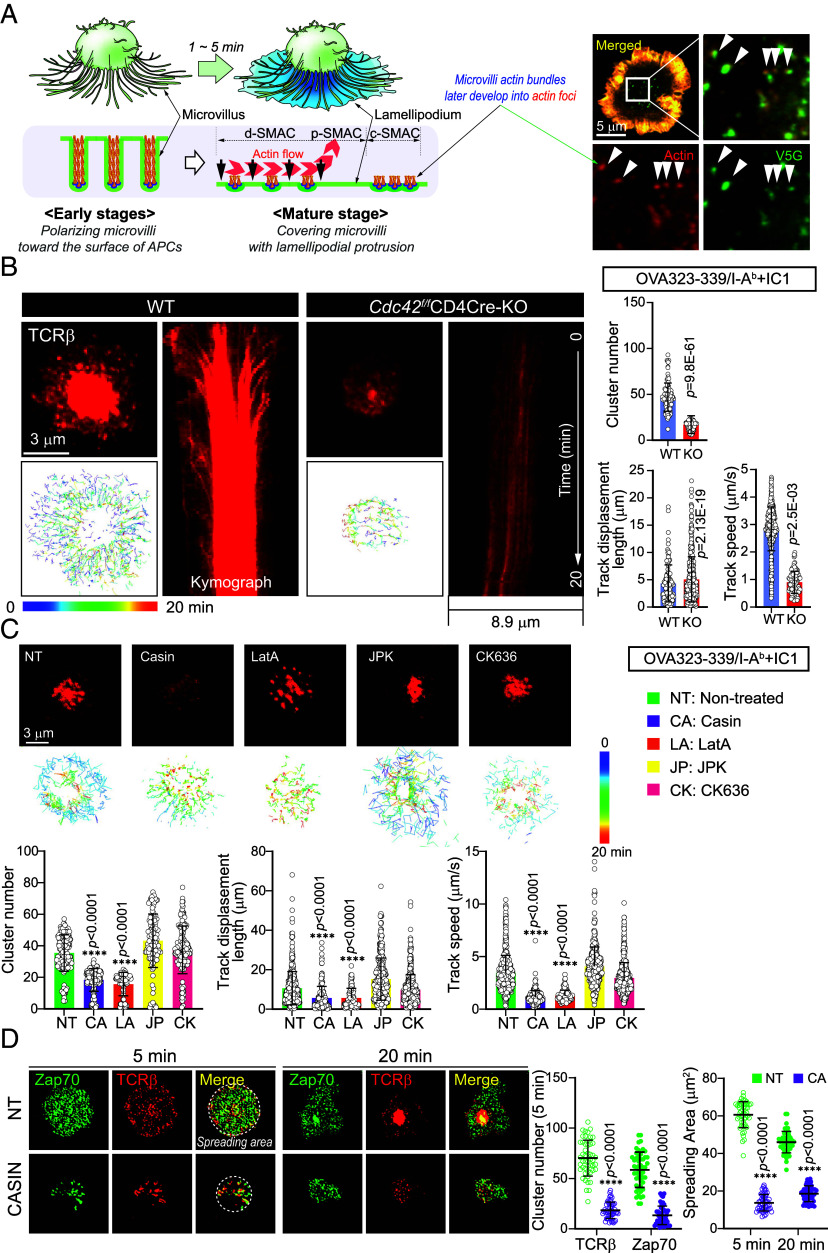
CD4^+^ SP thymocytes lacking Cdc42 exhibit reduced TCR microclusters. (*A*) Schematic diagram presenting a potential mechanism of how microvilli that disappear at the dSMAC move toward the cSMAC with TCR microclusters during immune synapse formation in T cells. The inset (*Right*) shows confocal microscopy images highlighting actin-foci (red) and V5G (green) in the central region of immune synapse, with the merged image (yellow) demonstrating the colocalization of actin and V5G (white arrows). (*B*) TIRF images showing TCR microclusters on a planar supported lipid bilayer (SLB) presenting OVA_323-339_/I-A^b^ and ICAM-1 (Movie S1). Individual TCR microclusters were tracked for 20 min. (*C*) Confocal microscopy images showing TCR microclusters on a SLB presenting OVA_323-339_/I-A^b^ and ICAM-1. OT-II CD4^+^ SP thymocytes were pretreated with various inhibitors and individual TCR microclusters were tracked for 20 min. Data represent the mean ± SEM of three independent experiments. (*D*) Confocal microscopy images showing TCRβ (red) and Zap70 (green) microclusters in OT-II CD4^+^ SP thymocytes (with or without CASIN) activated on SLB presenting OVA_323-339_/I-A^b^ and ICAM-1. Representative images are shown for each condition (*Left*). Microcluster numbers for TCRβ and Zap70 at 5 min (*Middle Left*), and cell spreading areas at both time points (*Right*), were quantified (n = 50 per group). Data were pooled from three independent experiments with randomly selected cells. Statistical analysis was performed using unpaired Student’s *t* test. ****P < 0.0001.

We thus investigated how the reduction in the number and length of microvilli caused by *Cdc42*-knockout (*Cdc42^f/f^*CD4Cre OTII) affects the formation and movement of TCR microclusters. Furthermore, we explored the correlation between the release of microvilli and the shedding of TCR^+^ membrane particles. To confirm the clustering of TCRs, we utilized a supported planar lipid bilayer loaded with I-Ab MHC class II and ICAM-1. In *Cdc42*-KO SP thymocytes, the number of TCR microclusters decreased, and the formation of the c-SMAC was significantly reduced compared to WT SP thymocytes (Fig. 4*B* and Movie S1). The diminished formation of the c-SMAC indicates that Cdc42, which regulates microvilli, contributes to the spatial organization of TCR signaling during immune synapse formation. However, the fact that the track speed of the remaining TCR microclusters was not significantly affected suggests that the actin dynamics involved in membrane mobility are functioning normally in *Cdc42*-cKO SP thymocytes, as we observed in Fig. 3*A*. We also evaluated the effects of CASIN and other actin modulators on CD4+ thymocytes, including the G-actin polymerization inhibitor latrunculin A (LatA), the actin-stabilizing agent Jasplakinolide (JPK), and the Arp2/3 complex inhibitor CK636. Similar to the Cdc42 knockout, CASIN significantly reduced both TCR microcluster formation and c-SMAC assembly (Fig. 4*C*). LatA, which disrupts T cell microvilli (13), dramatically decreased TCR microclusters and reduced track speed (Fig. 4*C*). In contrast, JPK and CK636—agents that preserve microvilli integrity—had little effect on c-SMAC formation and microcluster dynamics (Fig. 4*C*), suggesting that intact microvilli are a prerequisite for proper TCR microcluster assembly and c-SMAC organization. Similar results were also observed in peripheral CD4^+^ T cells isolated from OT-II transgenic mice (*SI Appendix*, Fig. S6*B*).

CASIN has previously been reported to suppress T cell activation (25); however, whether this effect is linked to microvilli disruption has not been clearly established. Given that the tips of microvilli act as key sites where TCR-associated signaling molecules such as Zap70 are spatially organized, the integrity of these structures is critical for proper TCR signaling. We hypothesized that if CASIN disrupts microvilli, it may also impair the formation of TCR signaling microclusters. Supporting this, CASIN treatment not only led to a marked reduction in the number of TCR–Zap70 microclusters, but also impaired cell spreading (Fig. 4*D*)

As we presented in Fig. 1*C* and reported previously (7), the last step of T cell activation is the release of TIS mainly through shedding of TCR-enriched microvilli particles (TMPs) either when interacting with APCs, or when exposed to activation matrices such as lipid bilayers embedding p-MHC and ICAM-1, or anti-CD3/28 Abs-coated plates (7, 13). Dramatic reduction of TCR^+^ TIS release was observed in *Cdc42*-cKO SP thymocytes on plates coated with anti-CD3/28 Abs (Fig. 5*A*). Further, the amount of TCRβ^+^ fluorescent signals on the bottom was significantly reduced in *Cdc42*-cKO SP thymocytes (Fig. 5*B*), suggesting that Cdc42 contributes to the formation or release of microvilli-derived membrane particles from activated T cells. Our previous work showed that T cells release TMPs only when TCR activation is accompanied by adhesion signals like ICAM-1, and not by soluble anti-CD3/CD28 (sAb) alone (13). To investigate further, we compared vesicle release under three conditions: untreated (NT), sAb, and immobilized anti-CD3/CD28 (iAb). Consistent with earlier findings (7, 13), CD4^+^ SP thymocytes released almost no PMS^+^ vesicles under NT or sAb, but showed significant release under iAb stimulation (Fig. 5*C*). LatA enhanced PMS^+^ particle release under sAb, while other actin modulators had little effect. In contrast, Cdc42-cKO cells showed markedly reduced vesicle release (Fig. 5*C*).

**Fig. 5.**
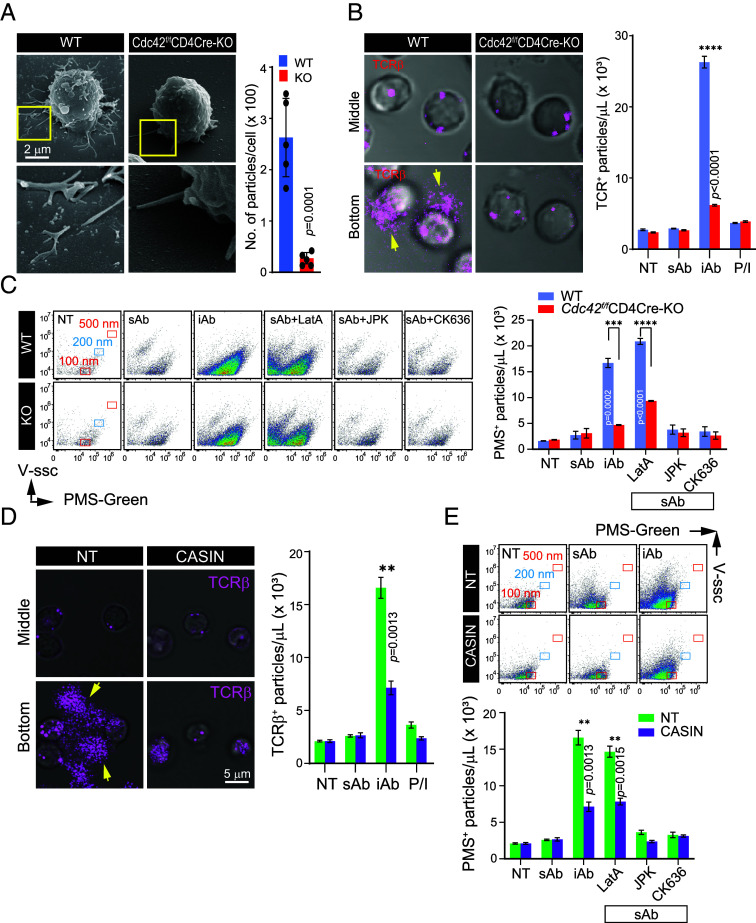
T cells lacking Cdc42 exhibit a normal machinery for vesicle formation but reduced immunological synaptosome generation. (*A* and *B*) SEM image (*A*) and confocal analysis, and side scatter-based FACS analysis (*B*) demonstrating the release of T cell microvilli particles. CD4^+^ SP thymocytes from *Cdc42^f/f^* (WT) and *Cdc42^f/f^*LckCre (KO) mice were placed on plated-coated anti-CD3/CD28 for 3 h, and then the cells were subjected for SEM and confocal analysis. (*C*) Flow cytometric quantification of extracellular vesicles from CD4^+^ SP thymocytes. Scatter plots (*Left*) show PMS-Green signal intensity in WT and KO cells under different conditions. Bar graph (*Right*) shows the number of PMS^+^ particles. (*D*) Confocal imaging and flow cytometric analysis of extracellular vesicles from CD4^+^ T cells with or without CASIN treatment. (*E*) Flow cytometry-based quantification of PMS^+^ particles. Scatter plots (*Top*) show PMS-Green intensity, and bar graph (*Bottom*) shows particle counts. Data are presented as mean ± SEM from three independent experiments. Statistical analysis was performed using Student’s *t* test.

Similarly, CASIN treatment reduced both TCR^+^ particles (Fig. 5*D*) and PMS^+^ vesicles (Fig. 5*E*) in peripheral CD4^+^ T cells, indicating that this is due to impaired membrane shedding rather than low TCR expression. These findings suggest that intact microvilli contribute to TIS biogenesis, with adhesion signals playing a particularly critical role in regulating their release, possibly in coordination with TCR engagement.

### *Cdc42^f/f^*CD4Cre-Knockout Slightly Upregulates Gene Clusters Related to Actin Cytoskeleton and Membrane Vesicle Formation.

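Thymi of 5 Cdc42f/f mice (WT) and of 5 Cdc42f/f CD4Cre littermates (KO), all 6 weeks old, were dissociated, and the cells of each genotype were pooled into 1 library. Each condition therefore has 1 sample, and no difference between them has a replicate check. In the KO mice, Cre expressed from the CD4 promoter removes exon 2 of Cdc42, which loxP sites flank, in cells that have reached the DP stage. The libraries hold the 3′ ends of transcripts of single cells in droplets. The authors counted the reads with Cell Ranger, processed the cells in Seurat, and deposited the number of unique molecular identifiers (UMIs) of 20282 genes in each cell, without normalization, together with cluster numbers at 3 resolutions. The paper's text states neither the genome build nor the version of Cell Ranger. The WT-labelled library held 29706197 UMIs, with a median of 3192 UMIs per cell (range 498 to 45349), and the KO-labelled library held 37920214 UMIs, with a median of 3401 (range 500 to 47064). The cell names of the matrix carry Cdc45 where the paper and the sample labels have Cdc42, and each cell was assigned by the WT or KO in its name. UMIs were summed over the cells of each cluster and library and divided by their total to give counts per 10⁶ UMIs (CPM). The log2 ratio of the KO-labelled over the WT-labelled library was taken after 0.5 was added to both sums. Exact 95% intervals were Poisson for a sum of UMIs, conditional binomial for a ratio and Clopper-Pearson for a share of cells. They cover counting error only, since cells of 1 pooled library are not replicates. In the SP clusters the ratio of a typical gene was above 0, with a median over all genes with at least 20 UMIs of 0.16 in the cluster marked by Itm2a and 0.24 in the cluster marked by Ms4a4b. Ribosomal protein genes had medians of −0.42 and −0.48 there. Changes of gene lists in these clusters are therefore also given relative to the median of all genes.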

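Cdc42 itself lies on chromosome 4 of GRCm38 from 137319696 to 137357720, and its exon 2, from 137335975 to 137336129, carries 105 coding bases of both annotated transcripts, which have 6 exons each. In the Itm2a cluster, Cdc42 had 1211 UMIs (397 CPM) in the WT-labelled library and 720 UMIs (383 CPM) in the KO-labelled library, a ratio of 0.965 (interval 0.878 to 1.06). In the Ms4a4b cluster its level was 447 CPM and 581 CPM, a ratio of 1.30 (1.20 to 1.41). In the DP clusters with the most Rag1 it was 358 CPM and 320 CPM, a ratio of 0.895 (0.858 to 0.934). The alternative that moved the Itm2a cluster most was the authors' clustering at resolution 1.8, chosen after the data were seen. It gave a log2 ratio of −0.32 in place of −0.05. There the cluster divides, and −0.32 is for the part with more Itm2a. The part with less was at 0.10 (−0.08 to 0.28). Counts of 3′ ends do not tell a transcript without exon 2 from an intact one. Because the targeted gene was not lower in the Ms4a4b cluster of the library labelled KO, it does not check the labels, and every direction given for this experiment rests on the labels as deposited.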

To understand the effects of the loss of *Cdc42* on the regulation of global genes and its connection to the formation of microvilli in thymocytes and peripheral T cells, we performed single-cell RNA sequencing (scRNA-seq) of whole thymus of WT and *Cdc42^f/f^*CD4Cre-knockout mice. 

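The deposited matrix held 13683 cells, of which 6115 (44.7%) belonged to the WT-labelled library and 7568 (55.3%) to the KO-labelled library. All of them were used. At these numbers, a cell type with 0 cells would still be allowed a share of up to 0.0491% of the WT-labelled and 0.0396% of the KO-labelled library. Cells had a median of 5.39% mitochondrial UMIs in the WT-labelled and 5.52% in the KO-labelled library, computed from 34 mitochondrial genes because the deposited mitochondrial percentage is 0 in every cell. Scrublet was run within each library to look for doublets. Its automatic threshold marked almost no cell, so the cells with the highest scores at an expected rate of 6%, 332 and 392 in number, were left out as an alternative only.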

After single-cell bioinformatics processing, 13,835 high-quality cells were identified and among these cells, 6,175 cells (44.6%) were obtained from WT condition and 7,660 cells (55.4%) from KO condition. 

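The authors' clusters were used as deposited, which number 19 at resolution 1.5, 22 at 1.8 and 23 at 2. No file or text pairs these with the paper's clusters, so each marker of Fig. S7A was followed to the deposited cluster with its highest level over both libraries. Itm2a led to deposited cluster 6, with 1785 CPM against 674 CPM in the next cluster, and Ms4a4b to deposited cluster 7, with 1731 CPM against 1409 CPM in cluster 18. Lars2 was highest in cluster 8 (1280 CPM), Myl10 in cluster 14 (1357 CPM against 136 CPM in the next), Cd74 in cluster 15 (10383 CPM) and Apoe in cluster 16 (17029 CPM). Rag1 was spread over 5 clusters, with 3165 CPM in cluster 0 and 3061 CPM in cluster 1, and Cd5 was at 1054 CPM in cluster 9 and 1036 CPM in cluster 5, so these clusters were taken together. Clusters are named here by these markers.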

Then, total thymic cells were classified into 13 clusters and each cluster’s cell type was annotated by the expression of specific marker genes (*SI Appendix*, Fig. S7 *A* and *B*). 

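In the WT-labelled library, the 5 Rag1 clusters held 59.5% of the cells (interval 58.2 to 60.7), the 2 Cd5 clusters 8.75% (8.05 to 9.49) and the Lars2 cluster 4.09% (3.61 to 4.62). The 4 clusters with proliferation genes, among them the highest levels of Top2a, H1f5, Hmgb2 and Cenpf, held 11.2% (10.4 to 12.0). Ifi27l2a, the marker of the NCL cluster, was highest in the Ms4a4b cluster, with 1619 CPM against 1531 CPM in deposited cluster 18, so no deposited cluster was matched to the NCL cluster by it.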

Of the 13 clusters, 10 were annotated as thymocytes, including 3 DN clusters, 1 nonconventional lymphoid cell (NCL) cluster, 4 DP clusters, and 2 SP clusters. There was also 1 thymic epithelial cell (TEC) cluster and 2 myeloid cell clusters. 

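The Myl10 cluster, which carries the marker of the TEC cluster, held 54 cells of the WT-labelled and 99 of the KO-labelled library. Its 10 leading genes, by the mean level over its cells against that over all other cells, were Gm4632, Myl10, Trgc2, Il2ra, Trgc1, Plac8, Trgc4, Hes1, Trgv2 and H19. Trgc2 reached 731 CPM, Il2ra 672 CPM, Trgc1 621 CPM and Ptcra 384 CPM there. Of 11 TEC genes, Foxn1, Krt14, Aire and Cldn3 are not in the matrix, Krt5 had 0 CPM, Krt8 and Krt18 had 0.658 CPM each, and Epcam had 185 CPM. The Cd74 cluster, with 63 and 87 cells, was led by the B cell genes Igkc, Cd79a, Iglc2, Iglc1 and Iglc3, by Cd74 and the MHC class II genes H2-Eb1, H2-Aa and H2-Ab1, which B cells and dendritic cells share, and by Ccl5. The Apoe cluster, with 30 and 49 cells, had 5 macrophage genes among its 10 leading genes, C1qb, C1qa, Apoe, C1qc and Lyz2.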

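The Itm2a cluster, matched to cluster 8 of the paper, held 479 cells or 7.83% of the WT-labelled library (interval 7.17 to 8.54) and 316 cells or 4.18% of the KO-labelled library (3.74 to 4.65), a ratio of 0.533. The Ms4a4b cluster, matched to cluster 9, held 332 cells or 5.43% (4.87 to 6.03) and 396 cells or 5.23% (4.74 to 5.76). With 1 pooled library per condition these shares were not tested against each other. The alternative that moved the ratio most was the authors' clustering at resolution 1.8, chosen after the data were seen, where the cluster with the most Itm2a held 2.83% (2.43 to 3.28) and 2.46% (2.12 to 2.83), a ratio of 0.869 with overlapping intervals. With the cells of both SP clusters as the denominator the ratio was 0.751. Itm2a itself differed between the libraries in its cluster, with a log2 ratio of 0.36 (0.29 to 0.42), as did Ms4a4b in the Itm2a cluster, with −1.24 (−1.44 to −1.04). The cells were therefore also clustered without 3884 genes, chiefly those whose ratio in either SP cluster lay 0.5 or more from the median of all genes. The new cluster with the highest Itm2a level held 3.96% of the WT-labelled (3.48 to 4.48) and 3.13% of the KO-labelled library (2.75 to 3.55), and these intervals overlap. The 3 new clusters made mostly of cells from both deposited SP clusters held 13.4% (12.5 to 14.2) and 9.92% (9.26 to 10.6).

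**Figure D1:**
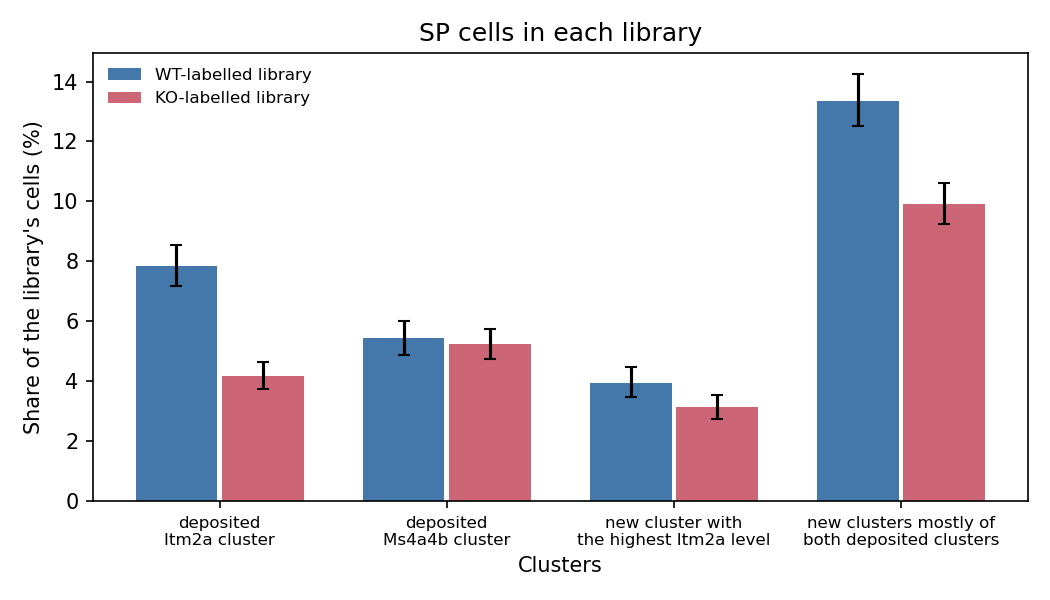
Share of all cells of each library (percent) in the deposited Itm2a and Ms4a4b clusters and in the corresponding clusters made without the differing genes, with exact 95% binomial intervals. The deposited Itm2a cluster falls from 7.83% to 4.18% in the library labelled KO, and the new cluster with the highest Itm2a level from 3.96% to 3.13%.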

The number of cells were significantly decreased between WT and KO conditions in cluster 8 (chi-square tests *P*-values < 0.01), which was annotated as CD4 SP thymocytes (Fig. 6 *A* and *B*). 

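Cells of both SP clusters were also sorted by their coreceptor UMIs. Cells with Cd4 UMIs and without Cd8a and Cd8b1 UMIs made up 3.37% of the WT-labelled library (206 cells, interval 2.93 to 3.85) and 2.22% of the KO-labelled library (168 cells, 1.90 to 2.58). Cells with Cd8a or Cd8b1 UMIs and without Cd4 UMIs made up 4.01% (245 cells, 3.53 to 4.53) and 2.14% (162 cells, 1.83 to 2.49). Cells with both coreceptors rose from 25.2% (22.2 to 28.3) to 35.4% (31.9 to 39.0) of the SP cells. As a share of the library they did not rise, at 3.34% (2.90 to 3.82) and 3.33% (2.94 to 3.76). Cd4 itself was higher in the library labelled KO, with log2 ratios of 0.63 in the Itm2a and 0.56 in the Ms4a4b cluster. A sort by UMIs can therefore move with the level of Cd4. For comparison with free RNA, in the Cd74 cluster, led by B cell and MHC class II genes, 0 cells had Cd4 UMIs alone and 19.0% and 16.1% had Cd8a or Cd8b1 UMIs without Cd4. The corresponding shares within the SP clusters were 30.2% and 22.8%. Median depths were 1202 and 4284 UMIs in the Cd74 cluster, 5714 and 5363 UMIs in the Itm2a cluster, and 6737.5 and 5032 UMIs in the Ms4a4b cluster.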

Although both CD4^+^ and CD8^+^ SP thymocytes were reduced in *Cdc42* KO mice as shown by flow cytometry, only CD4^+^ SP cells showed a marked decrease in the scRNA-seq data, likely due to their higher basal frequency and more substantial reduction. As shown in Fig. 2*A*, single-cell analysis also revealed that CDC42 expression was lowest at the DP3 stage (*SI Appendix*, Fig. S7*C*).

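In the WT-labelled library, Cdc42 was compared among 16 clusters, without the Myl10, Cd74 and Apoe clusters, and was lowest in the Lars2 cluster, with 41 UMIs over 250 cells, or 141 CPM (interval 102 to 192). The other 15 clusters had between 350 CPM and 556 CPM, and the Lars2 cluster lay at a log2 ratio of −1.49 to their median. Among the clusters compared it stayed the lowest under all 8 alternatives tried. The alternative that moved it most left out cells with over 10% mitochondrial UMIs, which brought the log2 ratio to −0.24, with 337 CPM. The Myl10 cluster had 272 CPM (229 to 320), above the Lars2 cluster, but with those cells left out it was the lower of the pair, at 271 CPM. Cells of the Lars2 cluster had a median of 18.6% mitochondrial UMIs, against at most 6.32% in the other clusters compared, and the lowest median depth, 955.5 UMIs per cell against 1074.5 or more. All 8 housekeeping genes examined, chosen after the cluster was seen, were also lower there, by a median log2 ratio of −1.70. The paper's text does not state which cluster it calls DP3.

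**Figure D2:**
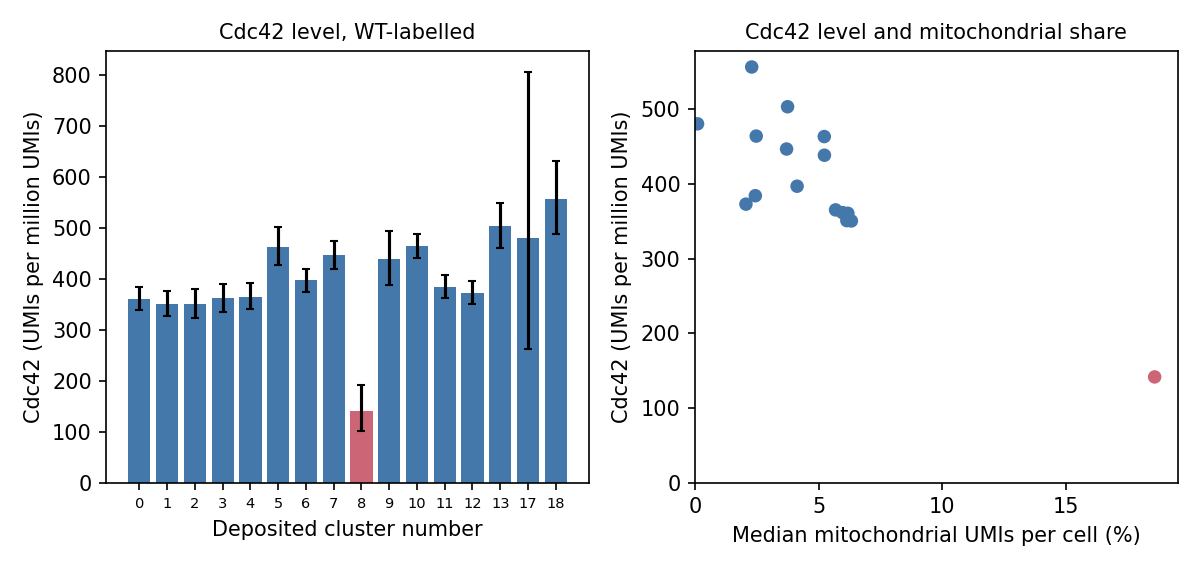
Cdc42 level in the clusters of the WT-labelled library in CPM, without the Myl10, Cd74 and Apoe clusters, by deposited cluster number with exact 95% Poisson intervals (left) and against the median percentage of mitochondrial UMIs per cell (right). The Lars2 cluster, deposited cluster 8 (red), has 141 CPM and 18.6% mitochondrial UMIs.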

**Fig. 6.**
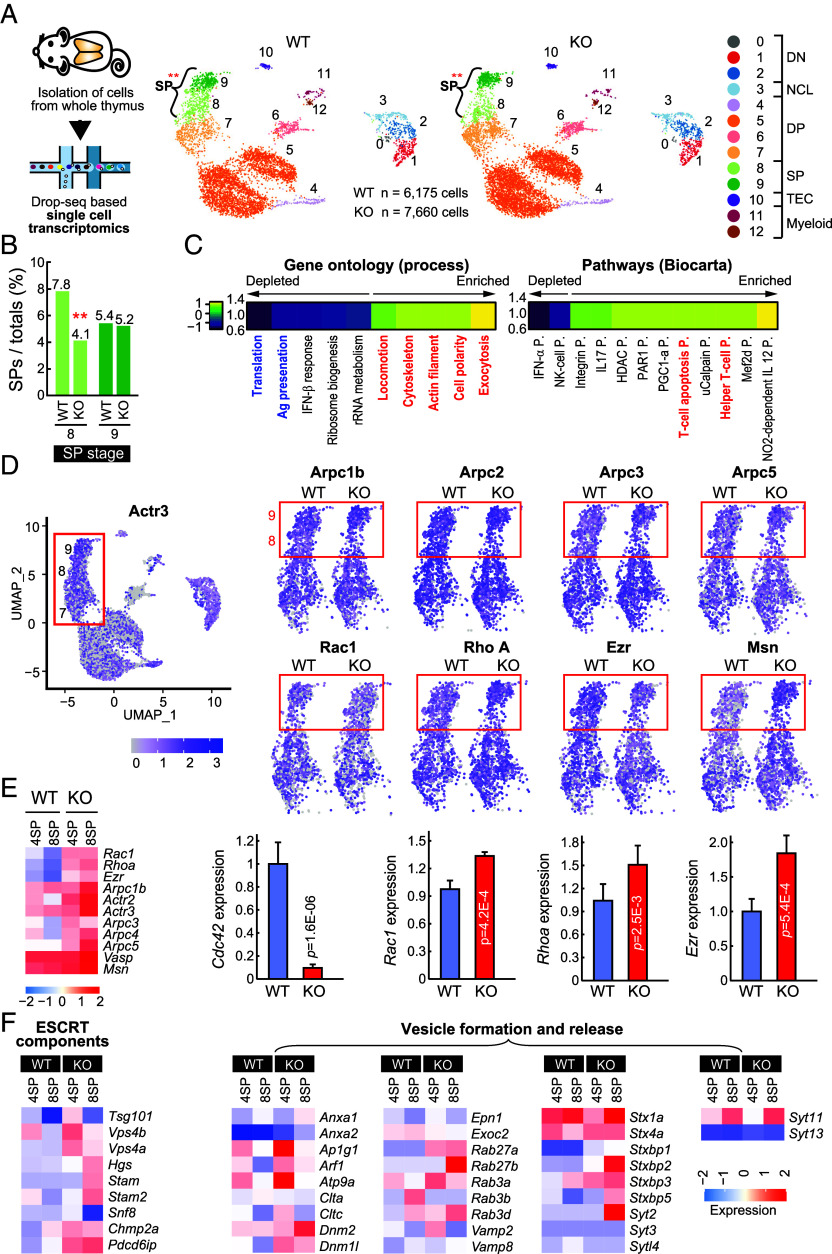
CD4^+^ SP thymocytes lacking Cdc42 slightly upregulate genes related to the actin dynamics and membrane vesicle formation. (*A*) Schematic diagram of scRNA-seq process and UMAP visualization of the cellular composition of *Cdc42^f/f^* (WT) and *Cdc42^f/f^*CD4Cre (KO) mice thymus. Five mice per group were killed for this experiment. 13 clusters were analyzed from the thymus and colored by cell types (DN, NCL, DP, SP, TEC, and Myeloid). (*B*) Bar graphs represent the cell populations of SP cells. Cluster 8 (SP stage) was significantly decreased in cell numbers among KO thymus (from 7.8% to 4.1%. Chi-square tests *P*-values < 0.01) (double red dots) (*C*) Gene ontology (GO) and pathway enrichment analysis of differentially expressed genes in cluster 8 and 9 of WT and Cdc42 KO thymocytes. (*D*) UMAP plots showing the expression levels of actin-related genes in WT and KO cells. The boxed areas highlight the changes in expression within the SP populations (clusters 8 and 9). (*E*) Heatmap of key genes involved in actin dynamics in SP thymocytes and real-time quantitative PCR analysis for the validation of actin-regulators (*Cdc42, Ezr, Rac1, and Rhoa*). Data represent the mean ± SEM of three independent experiments. (*F*) Heatmaps of the expression levels of genes associated with the ESCRT components and vesicle formation/release in SP thymocytes from WT and KO mice.

GO enrichment analysis revealed that processes related to actin filaments, cytoskeleton, locomotion, and exocytosis were up-regulated in *Cdc42*-cKO mice (Hypergeometric tests *P*-values < 0.05) (Fig. 6*C*). 

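The gene sets behind these terms were not used here, and lists chosen from gene names stood in for them. Of 53 genes for actin and actin-binding proteins outside the genes the paper names, 51 had at least 20 UMIs. Their median log2 ratio was 0.19 (interval 0.15 to 0.23) in the Itm2a cluster, 0.04 above the median of all genes, and 0.37 (0.31 to 0.42) in the Ms4a4b cluster, 0.13 above it. Intervals of list medians come from 1000 Poisson redraws of the counts. As a description of these libraries, the medians lay at percentiles 98.8 and 99.95 among those of 10000 random lists matched on mean expression. The matched lists had medians of 0.11 and 0.16, below the 0.16 and 0.24 of all genes. They were drawn from genes that include those for ribosomal proteins, which fell. Among random lists without matching the percentiles were 76.6 and 95.7. Scaling by TMM factors moved the medians of the 51 genes most, to 0.03 and 0.11. The 9 subunits of the Arp2/3 complex had medians of 0.15 (0.06 to 0.22, percentile 75.0) and 0.41 (0.35 to 0.49, percentile 98.1), and the former fell below 0 with TMM factors and with DESeq2 size factors, to −0.02 with each.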

The increased expression of actin-related genes is likely a compensatory response to the loss of Cdc42, but may also reflect activation of alternative cytoskeletal pathways, stress responses, or the selective survival of cells with intrinsically higher expression of these genes.

Pathway analysis also revealed an increased T cell apoptosis pathway in *Cdc42*-KO mice (Fig. 6*C*). 

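The pathway's own gene set was not used here. Of 34 apoptosis genes chosen by name, 31 had at least 20 UMIs in the Itm2a cluster and 32 in the Ms4a4b cluster. Their median log2 ratio was 0.10 (interval −0.01 to 0.21) in the Itm2a cluster and 0.15 (0.03 to 0.25) in the Ms4a4b cluster, which is −0.06 and −0.09 relative to the median of all genes. They lay at percentiles 16.7 and 11.2 of the matched random lists. The direction depended on the scaling: with ribosomal protein and mitochondrial genes left out of the totals both medians were −0.02, with TMM factors they were −0.07 and −0.11, and with DESeq2 size factors both were −0.07.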

Gene ontology analysis was used to investigate the expression of actin function-related proteins in SP thymocytes. 

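In the Itm2a cluster, Ezr and Rhoa had the largest ratios of the genes Rac1, Ezr, Msn, Arpc1b (for Arpc1, as Fig. 6D labels it), Arpc2, Arpc3, Arpc5, Rhoa, Rock1 and Rock2. Ezr, on chromosome 17 of GRCm38 from 6738041 to 6782784, went from 244 CPM in the WT-labelled to 388 CPM in the KO-labelled library, a log2 ratio of 0.67 (interval 0.52 to 0.82). Rhoa, on chromosome 9 from 108306129 to 108337934, went from 446 CPM to 663 CPM, a log2 ratio of 0.57 (0.46 to 0.68). The lowest was Arpc2, with 984 CPM and 974 CPM and a log2 ratio of −0.02 (−0.10 to 0.07). In this cluster 9 of the 10 genes were higher in the library labelled KO, 6 with an interval above 0 and 7 above the median of all genes, and 2 of the 9, Arpc1b and Rock1, fell below 0 with TMM factors, to −0.07 and −0.08. In the Ms4a4b cluster all 10 were higher and above the median of all genes, from 0.30 (0.15 to 0.45) for Rock1 to 1.11 (0.95 to 1.27) for Ezr, and they stayed above 0 under each scaling tried. The median of the 10 was 0.24 (0.17 to 0.33) in the Itm2a cluster, 0.08 above the median of all genes and at percentile 98.1 of matched random lists. It was 0.55 (0.46 to 0.61) in the Ms4a4b cluster, 0.32 above the median of all genes and at percentile 99.95. Among random lists without matching, the percentiles were 75.7 in the Itm2a and 97.7 in the Ms4a4b cluster. The 7 lamellipodia genes had medians of 0.24 and 0.51, and the 3 stress fiber genes 0.23 and 0.65. From the higher expression of actin-related genes, the paper proposes a compensatory response to the loss of Cdc42, and names alternative cytoskeletal pathways, stress responses and the survival of cells with higher levels as other possibilities.

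**Figure D3:**
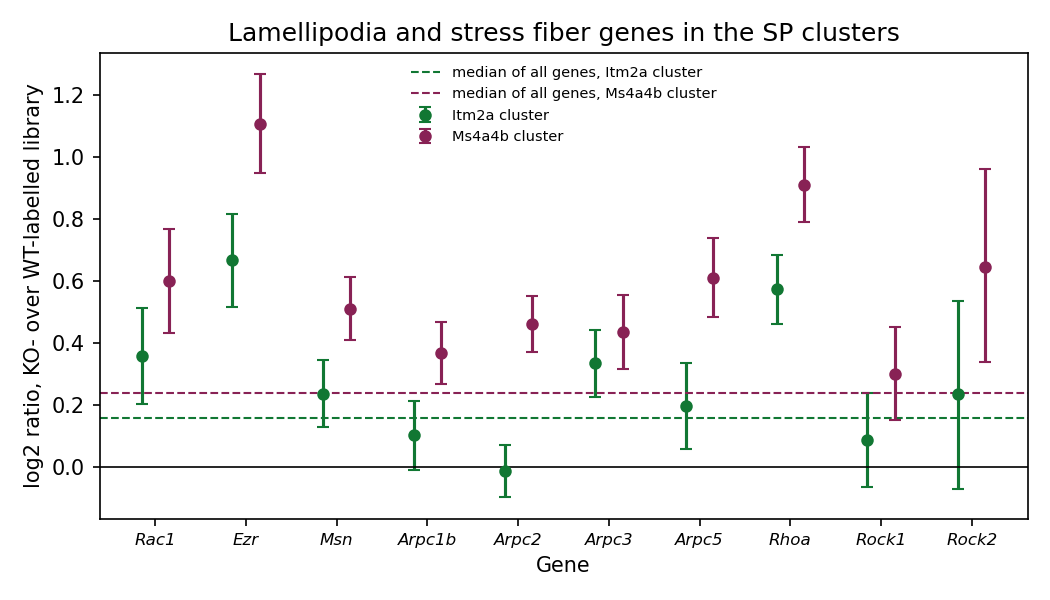
Log2 ratio of the KO-labelled over the WT-labelled library for the 10 lamellipodia and stress fiber genes in the Itm2a and Ms4a4b clusters, with exact 95% conditional binomial intervals and the median of all genes as dashed lines. Ratios run from −0.02 to 0.67 in the Itm2a cluster, where Arpc1b and Rock1 fall below 0 with TMM factors, and from 0.30 to 1.11 in the Ms4a4b cluster.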

Hierarchical clustering of gene expressions showed that genes involved in lamellipodia formation (*Rac1, Ezr, Msn, Arpc1, Arpc2, Arpc3,* and *Arpc5*) and stress fiber formation (*RhoA, Rock1, and Rock2*) were increased in *Cdc42*-KO mice (Fig. 6 *C* and *D*). The increased expression of actin regulators, such as *Ezrin*, *Rac1*, and *Rhoa*, was confirmed by quantitative RT-PCR (Fig. 6*E*).

Interestingly, although the release of TCR^+^ membrane particles (PMS^+^ vesicles) was significantly reduced in *Cdc42*-cKO cells compared to WT, the expression levels of genes related to ESCRT components, which are crucial for vesicle scission, and other factors involved in vesicle formation were either similar or even higher in the cKO cells (Fig. 6*F*). This discrepancy suggests that the machinery involved in vesicle formation and release, such as ESCRT-mediated pathways, remains functional or even upregulated in Cdc42-deficient cells. However, despite intact ESCRT machinery, the reduced release of TCR^+^ or PMS^+^ membrane vesicles indicates that proper microvillar architecture is also essential for vesicle shedding from the plasma membrane. This highlights a critical upstream role for Cdc42 in maintaining microvilli integrity. Furthermore, the formation of these membrane vesicles relies heavily on adhesion-dependent signaling pathways, which in turn require the structural integrity of microvilli. 

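Of 30 ESCRT genes, 28 had at least 20 UMIs in each SP cluster. Their median log2 ratio was 0.19 (interval 0.11 to 0.31) in the Itm2a cluster, where 23 of them were above 0 and 17 above the median of all genes, and 0.26 (0.19 to 0.41) in the Ms4a4b cluster, where 25 were above 0 and 15 above that median. Relative to the median of all genes these are 0.04 and 0.02, at percentiles 71.1 and 59.0 of matched random lists. Of 57 genes for vesicle formation and exocytosis, 49 and 50 had enough UMIs. Their medians were 0.26 (0.20 to 0.36) in the Itm2a and 0.38 (0.32 to 0.53) in the Ms4a4b cluster, 0.11 and 0.14 above the median of all genes and at percentiles 98.6 and 98.2. Of the 49 in the Itm2a cluster, 45 were above 0 and 36 above the median of all genes, and of the 50 in the Ms4a4b cluster 41 and 32. None of these 4 medians fell below 0 under TMM factors, DESeq2 size factors or totals without ribosomal protein and mitochondrial genes, although the ESCRT genes came to 0.0007 in the Ms4a4b cluster with TMM factors.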

To identify key regulators of cell state changes by *Cdc42*-KO, we performed regulon analysis to identify transcription factors of given cell clusters using PROGENy algorithm (26) and the DoRothEA dataset (27), a database of interactions between transcription factors and their target genes (regulons). These resources were combined to identify important regulons and pathway activity in each cluster. In cluster 8, where microvilli in T cells were defective, approximately 10 regulons were significantly increased (*SI Appendix*, Fig. S8*A*). Some of these regulons, such as *Stat4, Irf1*, and *Nfkb2,* were significantly decreased in *Cdc42*-KO mice (*SI Appendix*, Fig. S8*B*). These transcription factors are known to play a role in the development of CD4 and CD8 T cells (28–30), suggesting that Cdc42 plays a crucial role in the transition from the DP to SP stage.

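Regulon activity was not computed here, and the values are those of the transcription factors' own mRNA in the Itm2a cluster. Irf1 (chromosome 11 of GRCm38, 53770014 to 53778374) had 200 UMIs (65.5 CPM) in the WT-labelled and 69 UMIs (36.7 CPM) in the KO-labelled library, a log2 ratio of −0.83 (interval −1.25 to −0.44). Stat4, with 55 and 39 UMIs, had a log2 ratio of 0.21 (−0.43 to 0.82). Nfkb2, with 85 and 56 UMIs, had a log2 ratio of 0.10 (−0.42 to 0.60). For Stat4 and Nfkb2 a difference was not detectable at this depth. The alternative that moved Irf1 most, thinning each cell to 1000 UMIs, gave −1.59. In the other direction, SP cells with Cd4 UMIs alone gave −0.13, close to no fall. The signs of Stat4 and Nfkb2 held under 8 and 6 of 11 alternatives. Values ran from −0.32 to 0.37 for Stat4 and from −0.07 to 1.24 for Nfkb2, with both −0.32 and 1.24 from resolution 1.8, chosen after the data were seen.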

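In the Itm2a cluster, Ccr7 had 545 UMIs (179 CPM) in the WT-labelled and 229 UMIs (122 CPM) in the KO-labelled library, a log2 ratio of −0.55 (interval −0.78 to −0.33). With the authors' clustering at resolution 1.8, the alternative that moved it most and one chosen after the data were seen, it was −0.14. That value is for the part of the cluster with more Itm2a, and the part with less was at −0.33 (−0.61 to −0.07). Ccr7 UMIs were found in 53.4% (48.9 to 58.0) of the WT-labelled and 34.5% (29.3 to 40.0) of the KO-labelled cells of the cluster, and after thinning each cell to 1000 UMIs, which left out 0 and 1 cells, in 15.7% and 12.1%. In the Rag1 clusters, which serve as a comparison for free RNA at median depths of 2823 and 3097 UMIs, 1.27% and 1.75% of cells had Ccr7 UMIs. In the Ms4a4b cluster the log2 ratio of Ccr7 was −0.36 (−0.54 to −0.18).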

We also observed a decrease in the gene expression of CCR7 and L-selectin (Sell) (*SI Appendix*, Fig. S8*C*), both of which are well known to localize at the tips of microvilli (31, 32). Consistent with reduced mRNA expression, surface CCR7 levels were significantly decreased in Cdc42-cKO thymocytes (*SI Appendix*, Fig. S8*D*). Correspondingly, SP thymocytes from these mice showed poor spreading and impaired migration on ICAM-1-coated surfaces in response to CCL19 (*SI Appendix*, Fig. S8*E*). These defects suggest impaired CCR7 signaling, possibly due to disrupted microvilli localization, which may contribute to reduced cell adhesion.

### T Cells Lacking Cdc42 Exhibit a Severe Defect in Adhesion to High Endothelial Venules (HEV) and APCs In Vivo, without Affecting Their Migratory Properties.

To determine whether defects in cell adhesion and antigen sensing are reproducible in vivo, we extended our work to living mice. As recent thymic emigrants, CD4^+^ SP thymocytes migrate through lymph nodes and transiently express adhesion molecules such as LFA-1 and ICAM-1, allowing them to physiologically engage with APCs in these tissues (33). To this end, we used *Cdc42^f^*^/^*^f^*CD4Cre OTII mice that recognize the OVA323-339 peptide and performed three-dimensional live imaging of lymph nodes using two-photon microscopy. DCs pulsed or not pulsed with OVA323-339 were injected 48 h prior to the experiment, followed by intravenous injection of OTII CD4 SP thymocytes. Fig. 7*A* (Movie S2) shows that OTII CD4 SP thymocytes from *Cdc42*-cKO mice (shown in green) did not adhere to HEVs in lymph nodes as effectively as CD4 SP thymocytes from WT mice (shown in red). As a result, a dramatic reduction in extravasation was observed in *Cdc42*-cKO OTII CD4 SP thymocytes (Fig. 7*B*). These results suggest that Cdc42 deficiency impairs T cell adhesion to HEVs, consequently hindering their extravasation through HEVs.

**Fig. 7.**
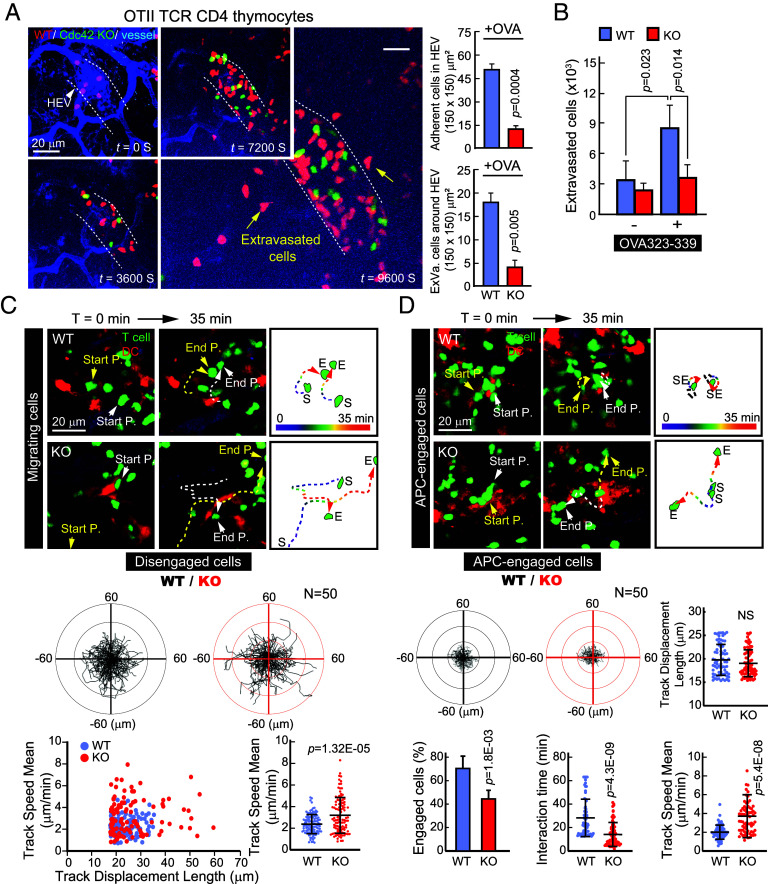
CD4^+^ SP thymocytes lacking Cdc42 exhibit a severe defect in adhesion to HEV and APCs in vivo, without affecting their migratory properties. (*A*) Representative snap shots of in vivo imaging of HEV binding and extravasation at the indicated time points. The popliteal lymph node was imaged for 3 h and the number of HEV-bound or extravasated T cells were analyzed at 9600s. (Movie S2). (*B*) Homing of CD4^+^ thymocytes into the popliteal lymph node in the presence or absence of OVA_323-339_-pulsed DCs. Data represent the mean ± SEM of three independent experiments (*C* and *D*) Representative snap shots of in vivo imaging of OT-II CD4^+^ SP thymocytes (1 × 10^7^) randomly migrating in the presence of OVA_323-339_-pulsed DCs (*C*) or interacting with OVA_323-339_-pulsed DCs (*D*) (5 × 10^6^). Tracks of representative two cells were displayed as white and yellow dot line. Arrowheads indicate start (S) and end (E) point of each track. (Movies S3 and S4). Trajectories of migrating cells or APC-engaged cells are displayed. Track displacement and track speed mean were analyzed in randomly selected migrating cells. The % of APC-engaged cells, interaction time, track displacement length, and track speed mean were analyzed in randomly selected APC-engaged cells (N = 50). The dot plot dataset (*C* and *D*) represents the sum of results obtained from three independent experiments in which equal cells were randomly selected in each experiment. Results are representative of three independent experiments. Statistical significance was determined using unpaired Student’s *t* test.

We next investigated whether Cdc42-deficient CD4^+^ SP thymocytes exhibit reduced motility, as previously observed in vitro (*SI Appendix*, Fig. S4*E*). Given their elevated expression of lamellipodia- and stress fiber–associated proteins, we hypothesized that migration might be preserved despite Cdc42 deficiency. To test this, we tracked OTII CD4^+^ SP thymocytes in lymph nodes. Unlike WT cells, which accumulated and maintained interactions with DCs, Cdc42-deficient cells failed to engage DCs and rapidly disappeared (Movies S3 and S4).

To characterize their behavior, we classified cells as either migratory or APC-engaged. In the migratory group, Cdc42-deficient cells traveled longer distances, with increased track displacement and faster speeds compared to WT cells (Fig. 7*C*), indicating ineffective APC targeting. In the APC-engaged group, WT thymocytes formed stable contacts with DCs, while Cdc42-deficient cells showed reduced engagement, shorter interaction duration, and faster motility (Fig. 7*D*). Although displacement during engagement was similar, the overall proportion of engaged Cdc42-deficient cells was significantly lower. A comparable pattern was also observed in CASIN-treated peripheral CD4^+^ T cells, consistent with the response seen in CD4^+^ SP thymocytes (*SI Appendix*, Fig. S10 and Movie S5).

Taken together, these results indicate that Cdc42 deficiency in CD4 SP thymocytes leads to impaired adhesion ability, which follows weakened adhesion signals. Despite this, the overall migratory capacity of Cdc42-deficient thymocytes was not negatively affected, as they exhibited increased movement speed and displacement compared to WT cells.

## Discussion

T cell microvilli, slender projections originating from the plasma membrane of T cells, serve as the primary loci for antigen recognition and signal initiation (6, 34). These structures share a structural similarity with filopodia in that they both consist of a core of actin filaments enveloped by actin-binding proteins, and play a role in cell motility (4, 5). However, the molecular composition of T cell microvilli distinguishes it from filopodia, as it contains specialized machinery for antigen recognition and signaling, whereas filopodia contain a more generic set of actin-binding proteins (34). Despite their importance, the regulation of T cell microvilli during development remains poorly understood. Our study highlights the critical role of Cdc42 in microvilli formation during the DP-to-SP transition. By positioning TCRs at their tips, microvilli contribute not only to TCR microcluster formation but also to their movement toward the c-SMAC, promoting stable immunological synapse formation. In Cdc42-cKO or CASIN-treated T cells, reduced microvilli number and length disrupt microcluster organization and impair T cell activation, underscoring the structural and functional importance of microvilli in TCR signaling.

T cell development in the thymus involves a series of morphological changes essential for their function (35, 36). While these changes have drawn increasing interest, it remains unclear how microvilli are regulated during this process. Notably, DP thymocytes exhibit fewer microvilli and smaller size, whereas more mature SP thymocytes display higher microvilli density. This may partly explain differences in TCR expression between the stages. Given their functional maturity, SP thymocytes likely require more microvilli for efficient antigen recognition, which is critical for central tolerance by eliminating autoreactive cells and promoting regulatory T cell development (37). Interestingly, in *Cdc42*-cKO thymocytes, TCR expression is markedly reduced, mimicking the characteristics observed in DP thymocytes. This suggests that *Cdc42* deficiency may hinder the developmental progression of thymocytes, maintaining them in a less mature state with fewer microvilli and lower TCR expression, much like DP thymocytes. However, it remains unclear whether Cdc42 regulates microvilli dynamics and TCR expression independently or if these processes are coregulated throughout different stages of T cell development (20, 38–40). Notably, the observation that CASIN disrupts microvilli without altering surface TCR expression highlights the critical role of microvilli integrity in sustaining TCR-Zap70 signaling strength and facilitating effective antigen recognition by T cells. While it remains possible that other factors contribute to the effects of Cdc42 loss, the current findings underscore Cdc42-mediated microvilli regulation as an important determinant of effective antigen recognition and immune responses.

Although Cdc42 is a key regulator of actin polymerization, its deletion in Cdc42-cKO cells triggers compensatory upregulation of actin-related proteins such as Rac1, RhoA, and ERM family members (37). This may help maintain actin dynamics and cell migration. However, these changes might also reflect activation of alternative cytoskeletal pathways, stress responses, or selective survival of cells with high basal expression, making interpretation difficult. Interestingly, inhibition of the Arp2/3 complex by CK636—acting downstream of Rac1—did not affect TCR microcluster formation or T cell activation, suggesting Rac1 is not essential in this context. While Rac1 typically promotes lamellipodia, its overexpression in Cdc42-deficient thymocytes may be disruptive, as prior studies show Rac1 activity can shorten T cell microvilli (24). This may contribute to the observed microvillar reduction, though our data show microvilli are shortened, not lost (Fig. 4*A*), and still support TCR microcluster assembly and signaling. Overall, Cdc42 plays a nonredundant role in organizing actin-rich microvilli critical for T cell activation, while Rac1 appears to have a limited or even antagonistic role.

Investigating Cdc42 function in T cells using conditional knockout models posed several challenges. In CD4-Cre mice, peripheral CD4^+^ and CD8^+^ T cells were nearly absent, likely due to developmental or survival defects, making mature T cell analysis unfeasible. In dLck-Cre mice, deletion occurred later but showed variable Cdc42 expression in peripheral T cells, limiting reproducibility. To overcome this, we focused on CD4^+^ SP thymocytes, where Cdc42 deletion was more consistent and microvilli are well developed during the DP-to-SP transition—coinciding with increased TCR, adhesion, and costimulatory molecule expression (41). This population is well established for studying TCR signaling and actin remodeling during thymocyte maturation (42, 43). We also included peripheral CD4^+^ T cells from dLck-Cre mice to confirm broader relevance. The consistent findings across both cell types highlight the limitations of current knockout models and underscore the need for refined tools. Future studies using inducible systems like CreERT2 may enable more precise Cdc42 deletion in peripheral T cells while preserving thymic development.

Despite retaining overall migratory capacity, Cdc42-deficient T cells—including SP thymocytes—show impaired ability to form stable interactions with DCs and establish functional immunological synapses, highlighting a specific role for Cdc42 in microvilli-mediated T cell–APC engagement. While actin remodeling for motility appears preserved, likely through compensatory pathways, it is insufficient to support microvilli-dependent functions such as sustained adhesion and signaling. These cells also display increased motility within lymphoid tissues, likely due to reduced APC dwell time or impaired integrin engagement. Their inability to adhere stably to HEVs and APCs suggests that Cdc42 is essential not only for migration but also for organizing membrane protrusions critical for immune activation. Thus, the reduced TCR signaling observed is best explained by microvilli defects rather than global actin disruption.

Earlier models suggested that TCR microclusters form through random interactions of freely mobile membrane proteins (10–12). However, recent studies have shown that microclusters are spatially confined to microvilli-rich contact sites between T cells and APCs [4, 7], highlighting a structural role for microvilli in organizing and guiding TCR clusters (4, 7). This has introduced a new perspective on TCR microcluster formation, where microvilli play a structural role, organizing and guiding these clusters (7, 8). In Cdc42-cKO or CASIN-treated T cells, we observed reduced TCR microclusters and impaired migration toward the c-SMAC, suggesting that microvilli not only cluster TCRs but also help direct their transport. Although previous reports indicated that microvilli collapse upon T cell activation via Rac1 (24), our data suggest they persist at the periphery beneath lamellipodia (Fig. 1*B*), continuing to concentrate TCRs at their tips (Fig. 1*C*). These microvilli may be carried inward by retrograde actin flow. Since TIRF microscopy captures only two-dimensional movement, the observed TCR cluster motion likely reflects the movement of microvilli themselves. A marked reduction in TCR clusters after LatA treatment further underscores the importance of microvilli in TCR microcluster formation and dynamics. In contrast, Arp2/3 seems dispensable, as TCRs are localized to microvilli tips rather than lamellipodia.

Previously, we demonstrated that TCR microclusters reaching the c-SMAC are shed as microvilli-derived particles, potentially delivering signaling components to APCs (7). Interestingly, this shedding is closely linked to T cell proliferation (13). In Cdc42-cKO T cells, TCR^+^ particle release is significantly reduced compared to WT cells, correlating with decreased proliferation. This reduction is not due to lower TCR expression, as CASIN-treated cells show similar decreases in TCR^+^ particles. This is supported by an overall decline in PMS^+^ vesicles in both Cdc42-cKO and CASIN-treated cells. Despite the absence of Cdc42, genes related to exocytosis and the ESCRT pathway remain unaffected or even upregulated, suggesting intact conventional vesicle secretion machinery.

In summary, our study shows that microvilli are essential, dynamically regulated structures during T cell development. Cdc42 is required for their formation in mature SP thymocytes, and loss of microvilli disrupts chemokine receptor localization, TCR positioning, migration, and antigen recognition. These defects impair TCR signaling toward the c-SMAC, potentially leading to anergy and reduced clonal expansion. Although TCR^+^ microvilli particle production is reduced in Cdc42-cKO T cells, exocytosis and ESCRT pathways remain intact, indicating that impaired signaling, not secretion, is the primary issue. Future studies should investigate how Cdc42 and actin regulators control microvilli dynamics and T cell function.

## Materials and Methods

### Mice, Cells, and Chemical Treatment.

*Cdc42^f/f^* transgenic, CD4Cre transgenic, and *OTII* TCR transgenic mice were purchased from the Jackson Laboratory (Bar Harbor, ME). *Cdc42^f/f^* mice were crossed with CD4Cre and dLckCre mice to generate lineage specific knockout mice, respectively. *Cdc42^f/f^* and *Cdc42^f/f^* CD4Cre mice were further crossed with OTII to generate an OVA-specific TCR transgenic line. All mice were housed in specific pathogen-free conditions. CD4^+^ SP thymocytes and peripheral CD4^+^ T cells were isolated by MojoSort™ Mouse CD4 Selection Kit (BioLegend, San Diego, CA). For CASIN experiments, CD4 T cells or CD4 SP thymocytes were pretreated with CASIN (10 µM) for 2 h and stimulated in cell culture medium containing CASIN or DMSO (NT). All experiments are performed as the mean ± SEM (or SD) from at least three independent experiments and were analyzed using Student’s *t* test (*P* < 0.05). Scanning electron microscopy was performed at the GIST Advanced Institute of Instrumental Analysis. A list of cells and reagents used in this study can be found in *SI Appendix* and All other detailed methods are described in *SI Appendix*.

## Supplementary Material

Appendix 01

Movie S1. **TCR clustering of CD4^+^ SP thymocytes in the supported lipid bilayer**. CD4^+^ SP thymocytes obtained from the thymus of OTII crossed *Cdc42^f/f^* and *Cdc42^f/f^*CD4Cre mice were stained with anti-TCRβ (H57Fab-Alexa594) and stimulated on supported lipid bilayer with OVA_323-339_/I-A_b_ and ICAM-1. Centripetal movement of TCR microclusters was imaged for 20 min every 12s using a TIRF microscope. This video corresponds to Figure 4B.

Movie S2. **CD4^+^ SP thymocytes from Cdc42 KO mice exhibit severe defect in adhesion to HEVs *in vivo***. Two-photon intravital imaging of CD4^+^ SP thymocytes at the HEVs of the popliteal lymph node. CD4^+^ SP thymocytes from *Cdc42^f/f^* OT-II (WT) and *Cdc42^f/f^* CD4-Cre OT-II (KO) mice were labeled with CMRA (orange) and CMFDA (green), respectively, and intravenously injected into WT recipient mice. The recipients had been injected 24 h earlier with OVA_323-339_-pulsed BMDCs. HEVs were visualized by intravenous injection of Dextran-Cascade Blue™. The popliteal lymph node was imaged using two-photon microscopy for 3 h. This video corresponds to Figure 7A.

Movie S3. **Cdc42-KO CD4^+^ SP thymocytes move faster than wild-type CD4^+^ SP thymocytes at the popliteal lymph node (Site I)**. Two-photon microscope imaging of CD4^+^ SP thymocytes at popliteal lymph node. CMRA-labelled and OVA_323-339_-pulsed BMDCs were injected to footpad of recipient wild-type mice. CMFDA-labelled CD4^+^ SP thymocytes (OTII crossed *Cdc42^f/f^*CD4Cre) were i.v. injected at 24 h post DC injection and popliteal lymph node was imaged for 2 h at 24 h post injection of CD4^+^ SP thymocytes. Two migrating cells (noninteracting cells) were randomly selected in each condition, highlighted as white and red dot circle, and tracked for 35 min. A track path was visualized as dot line. This video corresponds to Figure 7C.

Movie S4. **Reduced interaction of CD4^+^ SP thymocytes from Cdc42 KO mouse with antigen-pulsed DCs at the popliteal lymph node (Site II)**. Two-photon microscope imaging of CD4^+^ SP thymocytes interacting with antigen-pulsed DCs at popliteal lymph node. CMRA-labelled and OVA_323-339_-pulsed BMDCs were injected to footpad of recipient wild-type mice. CMFDA-labelled CD4^+^ SP thymocytes (OTII crossed *Cdc42^f/f^*CD4Cre) were i.v. injected at 24 h post DC injection and popliteal lymph node was imaged for 2 h at 24 h post injection of CD4^+^ SP thymocytes. Two DC-interacting T cells were randomly selected in each condition, highlighted as white and red dot circle, and tracked for 35 min. A track path was visualized as dot line. This video corresponds to Figure 7D.

Movie S5. CASIN-treated OTII CD4^+^ T cells exhibit a severe defect in adhesion to HEVs in vivo. OTII CD4^+^ T cells, pretreated with or without CASIN, were labeled with CMRA (orange) or CMFDA (green), respectively, and intravenously injected into wild-type recipient mice that had received _323-339_-pulsed BMDCs 24 h earlier. HEVs were visualized using Dextran–Cascade Blue™. The popliteal lymph node was imaged by two-photon microscopy up to 3000s. This video corresponds to Figure S10.

## Data Availability

scRNAseq data have been deposited in GEO (NCBI) (GSE289949) (44). All other data are included in the manuscript and/or supporting information.

# Supplementary material for: Cdc42 defect reveals insights into microvilli organization and function in T cell immunity
**Source:** Proc Natl Acad Sci U S A. 2025 Jul 25;122(30):e2505291122. doi: 10.1073/pnas.2505291122
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

Cdc42 defect reveals insights into microvilli organization and function in T-cell immunity

Won-Chang Soh<sup>1,2</sup>, Sang-Moo Park<sup>1,2</sup>, Jeong-Su Park<sup>1,2</sup>, Hatice Karabulut<sup>1,2</sup>, Hee-Tae Kang<sup>1,2</sup>, Sun-Kyoung Kang<sup>1,2</sup>, Min-Sang Kim<sup>1,2</sup>, Jihwan Park<sup>1</sup>, Sun-jae Lee<sup>1</sup>, Hye-Ran Kim<sup>3\*</sup>, and Chang-Duk Jun<sup>1,2\*</sup>

### This PDF file includes:

- Supporting text
- Figure legends S1 to S10
- Legends for Movies S1 to S5
- SI References

### Other supporting materials for this manuscript include the following:

- Movies S1 to S5

## Supporting Information Text

### Materials and Methods

#### Reagents and antibodies

Antibodies against mouse TCR $\beta$  (MABF931), tetramethylrhodamine (TRITC)-phalloidin, Poly-L-lysine (PLL), 50% glutaraldehyde, and osmium tetroxide were purchased from Sigma-Aldrich (St. Louis, MO, USA). Antibodies against Cdc42, RhoA, and Rac1 were purchased from Abcam (Cambridge, MA, USA). Antibodies against  $\beta$ -actin (cst8457), anti-rabbit IgG-HRP (cst7074), anti-phospho-p44/42 MAPK (33370), anti-Zap70 (2705S), anti-phospho-Zap70 (2701S), anti-p38 MAPK (9212S), anti-phospho-p38 MAPK (9215 S), and anti-mouse IgG-HRP (cst7076) were purchased from Cell Signaling Technology (Danvers, MA, USA). Anti-CD2 antibody (130-100-617) was purchased from Miltenyi Biotec (Bergisch Gladbach, Germany). Fluorescence-conjugated anti-TCR $\beta$  (109212), TCR $\gamma\delta$  (107503), CD3 $\epsilon$  (152304), CD4 (100509), CD8 (100711), CD25 (16210325), CD69 (104511), LFA-1 (141005), TRIM (627203), and CCR7 (12010550) were purchased from BioLegend (San Diego, CA, USA). Hybridoma cell lines for anti-CD3 $\epsilon$  (145-2C11; CRL-1975) and anti-CD28 (PV1; HB-12352) were purchased from the American Type Culture Collection (Manassas, VA, USA). Anti-rabbit IgG-Alexa Fluor™ 488, Fluo-3/AM, 7-AAD and Total exosome isolation Reagent were purchased from Invitrogen (Carlsbad, CA, USA). Anti-TCR $\beta$  (H57-597) was purchased from Bio-X-Cell (West Lebanon, NH, USA). TRITC-labeling kit, CellTracker™ Green CMFDA, Orange CMRA, CellTrace™ Violet, annexin V- PE, Alexa Fluor™ 594 labeling kit, and Fab preparation kit were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Recombinant mouse ICAM-1, mouse IL-2 DuoSet ELISA, mouse IFN- $\gamma$  DuoSet ELISA, and Substrate Reagent Pack (DY999) were purchased from R&D Systems (Minneapolis, MN, USA). MHC I-Ab was provided by the NIH Tetramer Core Facility (Atlanta, GA, USA). WEST-ZOL western blot detection kit was purchased from Intron Biotechnology (Seongnam, Korea). Complete protease inhibitors and phosphatase inhibitors were purchased from Roche Applied Science (Indianapolis, IN, USA). OVA peptide fragments (323–339 and 257–264) were purchased from GeneScript (San Francisco, CA, USA). CASIN was purchased from Sanbio BV (Uden, North-Brabant, Netherlands).

#### Cells

CD4<sup>+</sup> SP thymocytes were isolated from the mouse thymus by MojoSort™ Mouse CD4 Selection Kit (BioLegend, San Diego, CA, USA). Peripheral CD3 and CD4 T cells were isolated from the mouse spleen and lymph nodes by MojoSort™ Mouse CD3 and CD4 Selection Kit (BioLegend, San Diego, CA, USA). To generate mouse T-cell blasts, Peripheral CD3 and CD4 T cells were stimulated on 2  $\mu$ g/ml anti-CD3/CD28 Abs-coated culture plates with 100 U/ml rIL-2 for 48 h and cultured for 5 days with 100 U/ml rIL-2. For CASIN experiments, CD4 T cells or CD4 SP thymocytes were pre-treated with CASIN (10  $\mu$ M) for 2 h and stimulated in cell culture medium containing CASIN or DMSO (NT). Naïve B cells were isolated from the spleen by EasySep™ Mouse B Cell Isolation Kit (Stemcell Technologies, Vancouver, Canada). To generate B cell blasts, naïve B cells were cultured for 3 days in complete RPMI containing LPS (10  $\mu$ g/mL). Bone marrow was flushed from femur and tibia bones, and bone marrow-derived DCs (BMDCs) were grown with the addition of 20 ng/mL recombinant murine granulocyte-macrophage colony-stimulating factor (GM-CSF) for 8 days. GM-CSF was added at every 3 days. MC38 (ENH204-FP) cells were purchased from Kerafest (Boston, MA).

#### Animals

*Cdc42<sup>ff</sup>* transgenic, CD4Cre transgenic, *OTII* TCR transgenic mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA). *Cdc42<sup>ff</sup>* mice were crossed with CD4Cre and dLckCre mice to generate lineage specific knockout mice, respectively. *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>* CD4Cre mice were further crossed with OTII to generate an OVA-specific TCR transgenic line. All mice were housed in specific pathogen-free conditions. All experimental methods and protocols were approved by the Institutional Animal Care and Use Committee of the School of Life

Sciences, Gwangju Institute of Science and Technology (Gwangju, Korea), and carried out in accordance with their approved guidelines (IACUC GIST-2018-066 and GIST-2021-091).

### Western blot

Cells were lysed in ice-cold lysis buffer (50 mM Tris-HCl pH 7.4, containing 150 mM NaCl, 1% Triton X-100, 1 tablet of complete protease inhibitors, and phosphatase inhibitors) for 30 min on ice. Lysates were centrifuged at  $16,000 \times g$  for 30 min at 4°C, and the supernatant was mixed with sodium dodecyl sulfate (SDS) sample buffer (100 mM Tris-HCl pH 6.8, 4% SDS, 20% glycerol, bromophenol blue) and heated for 5 min. The proteins were separated through 12% SDS-PAGE gels and were transferred to a nitrocellulose membrane by means of a Trans-Blot SD semidry transfer cell (Bio-Rad, California, USA). The membrane was blocked in 5% skim milk for 1 h, washed, and incubated with primary antibodies in TBS containing 0.1% Tween 20 (TBS-T) and 5% skim milk overnight. Excess primary antibody was removed by washing the membrane four times in TBS-T. And then the membrane was incubated with peroxidase-labeled secondary antibody (0.1 µg/ml) for 1.5 h. Bands were visualized with a WEST-ZOL Western Blot Detection kit (Intron Biotechnology) and exposed to X-ray film.

### Single-cell RNA seq

Total thymocytes were prepared and analyzed by the single-cell RNA sequencing as described previously (45). Using R Seurat package from the output of Cell Ranger software, single-cell sequencing raw data was processed and analyzed. In brief, low-quality cells were removed if (1) number of genes per cell < 200 or > 6,000; and (2) number of reads per cell > 50,000. 

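The deposited cells kept within these limits. The number of genes with a UMI ranged from 206 to 5985 per cell in the WT-labelled and from 203 to 5984 in the KO-labelled library, with medians of 1554 and 1656.5. No cell of the matrix reached 50000 UMIs. The matrix gives UMIs, which are fewer than the reads they come from, so the filter on reads could not be checked against it.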

Regulon activity analysis was performed by combining of R *progeny* and *dorothea* packages for WT and KO conditions (28, 46). Pathway enrichment analysis were performed to search for enriched biological processes of given cell cluster and conditions by R *fgsea* package (p-values < 0.05) and normalized enrichment scores of given pathways were visualized by heatmaps.

### Reverse transcription PCR (RT-PCR) and real-time quantitative RT-PCR (qRT-PCR)

Total RNA was isolated from cells or homogenized tissues of C57BL/6 mice with TRIzol reagents (Molecular Research Center, Cincinnati, OH, USA) and reverse transcribed using RT-Premix (Intron Biotechnology). PCR was performed with the respective forward and reverse primers; mouse *Gapdh*, 5'-CATCACTGCCACCCAGAAGACTG-3' and 5'-ATGCCAGTGAGCTTCCCGTTCAGGGTGAA-3'; mouse *Rpl13a*, 5'-GCTGCTCTCAAGGTTGTTTCG-3' and 5'-TCTGCCTGTTTCCGTAACT-3'; mouse *Cdc42*, 5'-GTGTGTTGTTGTTGGTGATGGT-3' and 5'-CAGTGGTGAGTTATCTCAGGCA-3'; mouse *Rac1*, 5'-CCGCAGACAGACGTGTTCTTAA-3' and 5'-AGCTTCGTCAAACACTGTCTTG-3'; mouse *Rhoa*, 5'-TGGTGATGGAGCTTGTGGTAAG-3' and 5'-GGCACATTTGGACAGAAATGCT-3'; mouse *Ezr*, 5'-GACAAGAAGGCACCTGACTTTG-3' and 5'-CCTCTTGGTCTTCTGCTCGTAG-3'; mouse *Ccr7*, 5'-GACACGCTGAGATGCTCACT-3' and 5'-GTTGAGCTGCTTGCTGGTTT-3'. The expression levels of mouse *Cdc42*, *Rac1*, *RhoA*, *Ezrin* and *CCR7* were evaluated by qRT-PCR. Amplification was performed in a StepOne real-time PCR system (Applied Biosystems, Norwalk, CT, USA) for continuous fluorescence detection in a total volume of 10 µL of cDNA/control and gene-specific primers using SYBR Premix Ex Taq (TaKaRa Bio). The mRNA levels of the target genes were normalized relative to those of *Gapdh* using the following formula: relative mRNA expression =  $2^{-(\Delta Ct \text{ of target gene} - \Delta Ct \text{ of Gapdh})}$ , where Ct is the threshold cycle value. In each sample, the expression of the analyzed gene was normalized to that of *Gapdh* and described as the mRNA level relative to *Gapdh*.

### Flow cytometry

Cells were stained with fluorescent-conjugated antibodies for 30 min at 4°C. For intracellular staining, cells were permeabilized using Cytofix/Cytoperm (Invitrogen) and stained with the antibody for 30 min at 4°C. Data were acquired on a FACSCanto (BD Biosciences, San Jose, CA) and analyzed with FlowJo software (Tree Star, Ashland, OR).

### Intracellular staining of phosphorylated protein by flowcytometry

To measure the expression of phospho-Erk1/2 from activated T cells, CD4 T cells and CD4 thymocytes were activated on anti-CD3/CD28 (10 and 2  $\mu\text{g/ml}$ ) Abs-coated culture plates for 0, 15, 30 and 60 min with CASIN or not. The cells were then fixed for 30 min with 2% paraformaldehyde (PFA) and permeabilized with 100% methanol overnight at  $-20^{\circ}\text{C}$ . After permeabilization, the cells were incubated with APC-conjugated phospho-Erk1/2 at  $4^{\circ}\text{C}$  for 1 hour, followed by washing and analyzed by flow cytometry.

#### **Ca<sup>2+</sup> influx and conjugation assay**

CD4 SP thymocytes from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* CD4Cre mice were labeled with 4  $\mu\text{g/ml}$  Fluo-3/AM (Invitrogen) for 1 h at  $37^{\circ}\text{C}$ , washed, and resuspended with cold PBS containing of biotinylated anti-CD3 (5  $\mu\text{g/ml}$ ; 145-2C11) and anti-CD28 (5  $\mu\text{g/ml}$ ; 37.51). Cells were incubated for 30 min at  $4^{\circ}\text{C}$  and further incubated for 20 min at RT. To crosslink antibodies, streptavidin (25  $\mu\text{g/ml}$ ) was immediately added before flow cytometry. Data were analyzed with FlowJo software (TreeStar, Ashland, OR, USA).

To measure conjugation and Ca<sup>2+</sup> influx together, CD4 SP thymocytes from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* CD4Cre OTII mice were stained with 4  $\mu\text{g/ml}$  Fluo-3/AM and B cell blasts pulsed with 1  $\mu\text{g/ml}$  OVA<sub>323-339</sub> peptides were stained with CellTrace™ Violet. To measure conjugation in CASIN experiments, CD4 T cells and thymocytes from OTII mice were stained with 1  $\mu\text{g/ml}$  DeepRed and B cell blasts pulsed with 1  $\mu\text{g/ml}$  OVA<sub>323-339</sub> peptides were stained with CellTrace™ Violet. T cells were incubated with B cell (1:1 ratio) for 0, 15, 30 and 60 min. The relative proportion of conjugated cells and Ca<sup>2+</sup> high populations were determined by FACS Canto and analyzed with FlowJo software.

#### **Cell transfection and viral infection**

For retroviral transduction, CD4<sup>+</sup> T cells from WT and OTII TCR transgenic mice were activated on plates coated with 2  $\mu\text{g/ml}$  anti-CD3/28 in the presence of 100 U/mL rIL-2 for 48 h. Retroviral particles were produced either by co-transfecting V5G\_pMSCV or TCR $\zeta$ \_tdTomato\_pMSCV with the pCL-Eco packaging vector or by individually transfecting each construct into packaging cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA). After 48 h, viral supernatants were collected and mixed with  $1 \times 10^6$  mouse T cells, which were then plated on 12-well plates pre-coated with 20  $\mu\text{g/ml}$  RetroNectin (Clontech, Mountain View, CA). Cells were spin-infected at  $2000 \times g$  for 90 min at  $25^{\circ}\text{C}$  in the presence of 100 U/mL rIL-2. Post-infection, the T cells were maintained in fresh mouse T-cell media supplemented with rIL-2 and expanded for an additional 3 days. For transient transfection, Jurkat T cells were transfected with V5G\_N1 using either Lipofectamine 2000 or Amaxa Nucleofector II.

#### **Confocal analysis**

To measure the expression and movement of V5G and TCR  $\zeta$ \_tomato signals from activated T cells, transfected Jurkat cells and mouse CD4 blasts were activated on anti-CD3/CD28 antibodies (10 and 2  $\mu\text{g/ml}$ ) for various time points (basal, 5, 15, 30, 60 min). For cell spreading analysis, CD4 SP thymocytes from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* CD4Cre mice were plated on coverslips coated with 10 and 2  $\mu\text{g/ml}$  anti-CD3/CD28 antibodies for 5, 15, and 30 min. The cells were then fixed for 10 min with 4% paraformaldehyde (PFA) and permeabilized with 0.1% Triton-X (Sigma-Aldrich) in PBS for 10 minutes at room temperature (RT). After permeabilization, A). To screen for SMAC formation during T cell activation, OT-II T cells were pretreated with actin modulators, such as Lat A (237 nM), JPK (100 nM), CK 636 (100  $\mu\text{M}$ ) and CASIN (10  $\mu\text{M}$ ), for 30 min before imaging and maintained in the presence of these modulators throughout imaging. The supported planar lipid bilayer was prepared as described previously (8). For TCR and Zap70 microcluster imaging, OT-II CD4<sup>+</sup> single-positive thymocytes were pretreated with CASIN (10  $\mu\text{M}$ ) for 2 h at  $37^{\circ}\text{C}$ , then transferred onto planar supported lipid bilayers presenting OVA<sub>323-339</sub>/I-A<sup>b</sup> and ICAM-1, and allowed to interact for either 5 or 20 min. Cells were subsequently fixed with 4% paraformaldehyde for 10 min, permeabilized with 0.1% Triton X-100 for 5 min, and blocked with 1% BSA. They were then incubated overnight with primary antibodies against TCR $\beta$  (AF594-conjugated) and Zap70, followed by 2 h incubation with Alexa Fluor 488-conjugated anti-rabbit IgG secondary antibodies, and washed thoroughly. For Imaging was performed using a FV-1000

or FV-3000 confocal microscope (Olympus, Tokyo, Japan) or a Laser Scanning Microscopy VIS Laser module, LSM 880 (Carl Zeiss, Germany). Microvilli intensity and cell actin ring areas were analyzed using ImageJ software (NIH, Bethesda, MD)

### **Quantification of T-cell immunological synapses (TISs)**

The number of TCR $\beta$ <sup>+</sup> membrane particles (by SEM) around one single cell were analyzed by ImageJ software (NIH, Bethesda, MD). Six major steps were applied as follows: (1) background subtraction, (2) sharpening and finding edges, (3) smoothing and converting to black and white, (4) closing and filling holes, (5) denoising and segmenting, and (6) filtering and measuring.

### **Chemokinesis assay**

Freshly isolated CD4 SP thymocytes from *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>* CD4Cre mice were placed on 10  $\mu$ g/ml of rICAM-1 coated plate. CCL19 (final concentration: 50 nM) was treated and cells were immediately imaged for 20 min by EVOS FL Auto 2 (Invitrogen, Carlsbad, CA). To measure cell polarity, moving distance, and number of adherent cells, the images were analyzed using ImageJ software.

### **TIRF microscopy**

The supported planar lipid bilayer was prepared as described previously (1). CD4 SP thymocytes from *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>* CD4Cre OTII mice and peripheral CD4<sup>+</sup> T cells from WT C57BL/6N mice were stained with anti-TCR $\beta$  (H57Fab-Alexa594) for 1 h at 4°C. Cells were washed with cold PBS and resuspended with HEPES buffered saline. Cells were placed on supported lipid bilayer with OVA<sub>323-339</sub>/I-Ab and ICAM-1 and immediately imaged for 20 min by TIRFM (IX-81; Olympus, Tokyo, Japan) equipped with a solid-state laser (543 nm, 20 mW; Coherent, Santa Clara, CA).

### **In vivo homing assay**

CD4 SP thymocytes from *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>* CD4Cre mice were stained with CMFDA or CMRA, respectively. Cells were then injected intravenously and mice were sacrificed at 4 h post injection. For isolation of lymphocytes from organ tissues and blood, mice were euthanized, and organs and blood were prepared. Lungs and livers were minced into small fragments and digested with 1 mg/ml collagenase D (Sigma) and 50 mg/mL DNase (Roche) at 37°C for 45 min, passed through a 70  $\mu$ m cell strainer, and lymphocytes were isolated via Percoll gradient centrifugation. LNs and spleens were made single cells through 40  $\mu$ m cell strainers. RBCs in single cells suspensions were lysed with ACK lysis buffer (Thermo), washed with DPBS and prepared for flow cytometry.

### **Two-photon imaging**

To evaluate CD4 SP thymocyte migration, OVA<sub>323-339</sub>-pulsed BMDCs were stained with CMRA-Orange and injected to footpad of recipient wild-type C57BL/6 mice ( $5 \times 10^6$ ). CD4 SP thymocytes from *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>* CD4Cre OTII T cells ( $1 \times 10^7$ ) were stained with CMFDA-Green and i.v. injected at 24 h post injection of DCs. On the next day, recipient mice were anesthetized using Isoflurane and i.v. injected 200  $\mu$ L of Dextran-Cascade Blue™. Popliteal lymph node of recipient mice was imaged for 3 h using Zeiss LSM 880 microscope equipped with a MaiTai laser (Coherent) tuned to 780 nm in combination with an NDD2 BIG2 GaAsP detector and a 20 $\times$  water-dipping lens (NA 1.0, Zeiss) using ZEN v2.1 acquisition software. To examine T-cell extravasation, OVA<sub>323-339</sub>-pulsed BMDCs ( $5 \times 10^6$ ) were injected into the footpad of recipient mice. To assess the effect of CASIN on T-cell homing, OT-II CD4<sup>+</sup> T cells ( $1 \times 10^7$ ) were either treated with 10  $\mu$ M CASIN for 2 h or left untreated, labeled with CMFDA or CMRA, respectively. Cells were intravenously injected into recipient mice 24 h after DC administration. Time-lapse imaging of the popliteal lymph node was performed using two-photon microscopy for up to 3000 seconds following T-cell injection.

### **Scanning electron microscopy (SEM)**

DP thymocytes, CD4 SP thymocytes, naïve CD4 T cells, MC38 epithelial cells (with or without CASIN [10  $\mu$ M] treatment), CD4<sup>+</sup> blasts, and B cell blasts were seeded on poly-L-lysine (PLL)-

coated silica plates, incubated for 30 min, and fixed overnight at 4°C in 2.5% glutaraldehyde in 0.1 M phosphate buffer. For activation, CD4<sup>+</sup> SP thymocytes and CD4<sup>+</sup> blasts were plated on silica surfaces coated with anti-CD3/CD28 antibodies and stimulated for 2 h before fixation under the same conditions. All samples were dehydrated through a graded ethanol series for 30 min, dried using a critical point dryer, coated with platinum by sputtering, and imaged using a focused ion beam scanning electron microscope (FIB-SEM; Hitachi, Tokyo, Japan) and ultra high resolution field emission scanning electron microscope (Verios 5 UC, Thermo Fisher Scientific, Waltham, MA, USA).

#### **Quantification of extracellular vesicles (EVs)**

CD4<sup>+</sup> SP thymocytes were stained with CellMask Green plasma membrane stain or anti-mouse TCRβ-AF488 for 30 min at 37°C. After staining, cells were washed twice by cold PBS and activated on iAb for 3 h at 37°C in plain RPMI medium. For inhibitor experiments, actin inhibitors (JPK (100 nM), CK636 (100 μM), and LatA (237 nM)) were applied after sAb (10 μg/ml) treatment. EVs were isolated using the Total Exosome Isolation Reagent following the manufacturer's protocol. Isolated EVs were then stained again with CellMask Green for 30 min in the dark at room temperature to ensure clear identification. The EV pellets were suspended in 1 mL of PBS for flow cytometric analysis. For CASIN experiments, CD4 T cells were pretreated with CASIN (10 μM) for 2 h and then stained with CellMask Green plasma membrane stain. After staining, the subsequent procedures were performed as described above.

#### **Tumor animal models**

B16F10 melanoma cells (2×10<sup>6</sup> cells) were s.c. injected into the two dorsal flank regions of *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>CD4Cre* mice (8-week old). Mice were sacrificed at day 21 post-inoculation of tumor cells. At the end of the experiments, tumors were isolated, weighed, and photographed for gross images. Tumor volume was measured using calipers every 3 days from the time T cells were injected and was calculated based on the formula: length × width × height (mm<sup>3</sup>).

#### **Image analysis**

The imaging data, including the SEM, EVOS and confocal analysis were analyzed by ImageJ software. IMARIS software (BitPlane, Belfast, Northern Ireland) was used for Two-photon, TIRFM and confocal analysis. For TIRFM and confocal analysis, TCR cluster movements were tracked automatically using an algorithm of Brownian movement. For two-photon analysis, T cells were automatically tracked using an algorithm of Brownian movement and T cells were categorized into two groups: migratory cells and APC-engaged cells, based on the track displacement of T cells over a period of 2 h. The number of T cells and % of DC-engaged T cells, track speed, displacement, and duration were also analyzed using Imaris software.

#### **Histological analysis**

Thymuses were fixed in 10% PFA and washed to remove the PFA with three 10-min washes in PBS, dehydrated through a graded ethanol series, and embedded in paraffin. Sections were cut to 10 μm-thick, and mounted on glass slides (Leica) and left overnight in an incubator at 37 °C. They were then de-waxed in xylene and rehydrated in a graded series of ethanol baths, and stained with hematoxylin and eosin (HE). Whole thymus images were acquired using EVOS FL Auto 2 (Invitrogen, Carlsbad, CA, USA). The cortex-medullary ratio was calculated as following: ((total thymic area – thymic medullary area)/medullary area).

#### **Statistics**

Mean values were calculated using data taken from at least three independent experiments conducted on different days. Where significance testing was performed, student's t test. Differences between groups were considered significant at P-value < 0.05.

Figure S1. *Cdc42<sup>fl/fl</sup>*CD4Cre-knockout results in impaired thymic T cell development

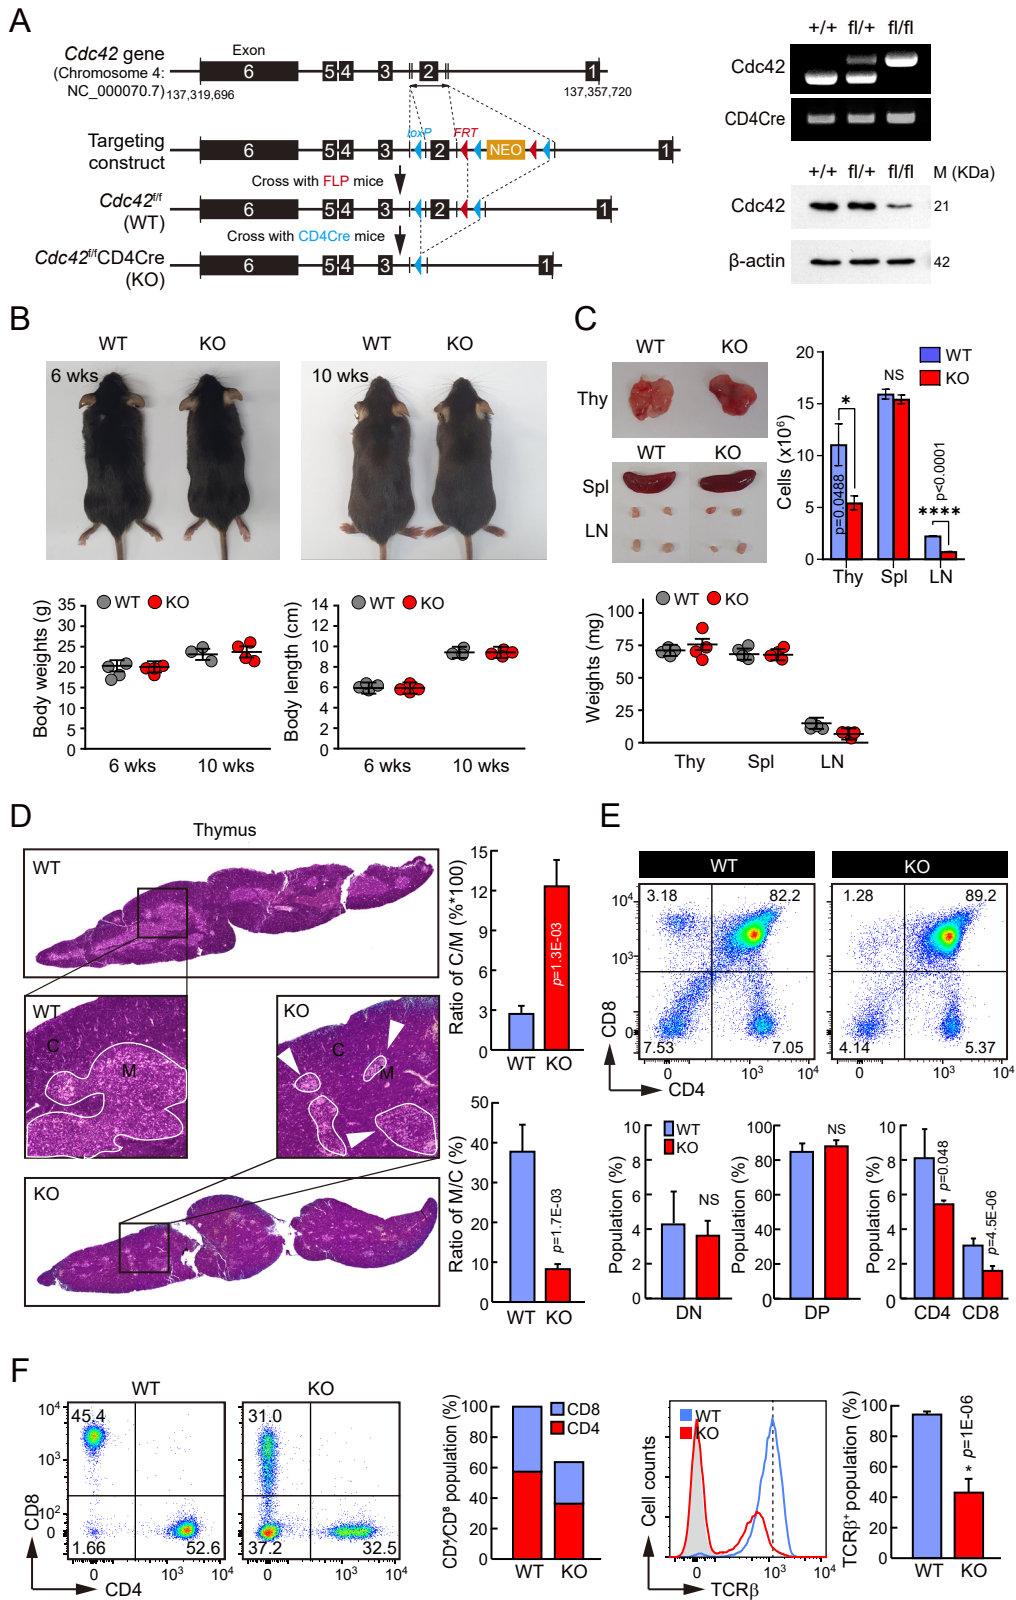

**Figure S1. *Cdc42<sup>fl/fl</sup>*CD4Cre mice results in impaired thymic T-cell development.** (A) Schematic of the *Cdc42* floxed allele and breeding strategy for T cell-specific deletion. LoxP sites flank exon 2, and the NEO cassette was removed by *F/p* recombinase. CD4Cre-mediated recombination generates *Cdc42<sup>fl/fl</sup>*CD4Cre mice. Representative genotyping PCR and immunoblot confirming *Cdc42* deletion in CD4<sup>+</sup> SP thymocytes are shown. (B and C) Representative photograph of mouse, thymus, spleen, and lymph nodes of WT littermate control (*n* = 5) and *Cdc42* KO (*n* = 5) mice at 6- or 10-week-old. The body weight and total length of mice are depicted below (A). Statistical analysis of thymus, spleen, and lymph node weight is shown in scatter graph (B). Thy, thymus; Spl, spleen; LN, lymph node. (D) Representative images of H&E staining of thymus (6-week-old mice) sections from WT and KO mice. White arrows heads indicate abnormal structure of medulla in KO mice. Ratio of cortical to medullary or medullary to cortical surface area in WT and *Cdc42*-cKO mice (N=10 sections from 3 thymi of 8 weeks old). (E) Flow cytometry analysis of *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>*CD4Cre Thymic T cells. Each graph shows DN, DP, SP ratio. (F) Flow cytometry analysis of peripheral T cells from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>*CD4Cre. T cells were analyzed for CD4, CD8, and TCR $\beta$  expression. Data represent the mean  $\pm$  SEM of three independent experiments. Statistics was performed using student's t test.

Figure S2. *Cdc42<sup>fl/fl</sup>*CD4Cre-knockout mice show strong anti-cancer phenotype

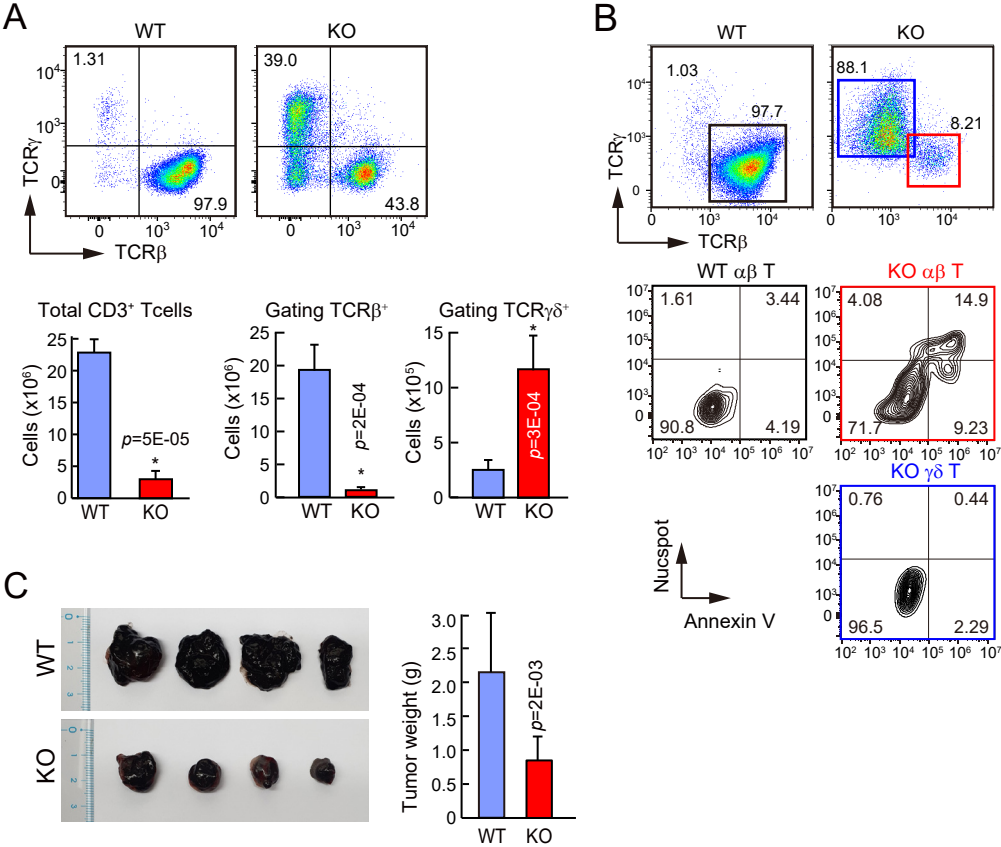

**Figure S2. *Cdc42<sup>fl/fl</sup>*CD4Cre-knockout mice show strong anti-cancer phenotype.** (A) Flow cytometry analysis of peripheral T cells from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>*CD4Cre. T cells were analyzed for TCR $\gamma$  and TCR $\beta$  expression with absolute cell numbers. (B) Analysis of TCR expression and apoptosis in *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* CD4Cre peripheral T cells. Representative flow cytometry plots showing TCR $\beta$  and TCR $\gamma$  expression in *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* CD4Cre peripheral T cells (top). CD4Cre-mediated deletion of *Cdc42* leads to a reduction in  $\alpha\beta$  T cells and relative increase in  $\gamma\delta$  T cells. Annexin V and Nucspot staining of WT  $\alpha\beta$  T cells, KO  $\alpha\beta$  T cells (red gate), and KO  $\gamma\delta$  T cells (blue gate) is shown (bottom), indicating increased apoptosis in KO  $\alpha\beta$  T cells. (C) B16F10 tumor growth of WT and KO mice (left). Tumor weights were significantly lower in KO mice compared to WT controls (right,  $p = 0.002$ ; unpaired two-tailed t-test). Data are shown as mean  $\pm$  SEM.

Figure S3. *Cdc42<sup>fl/fl</sup>*dLckCre-knockout shows normal thymic T cell development

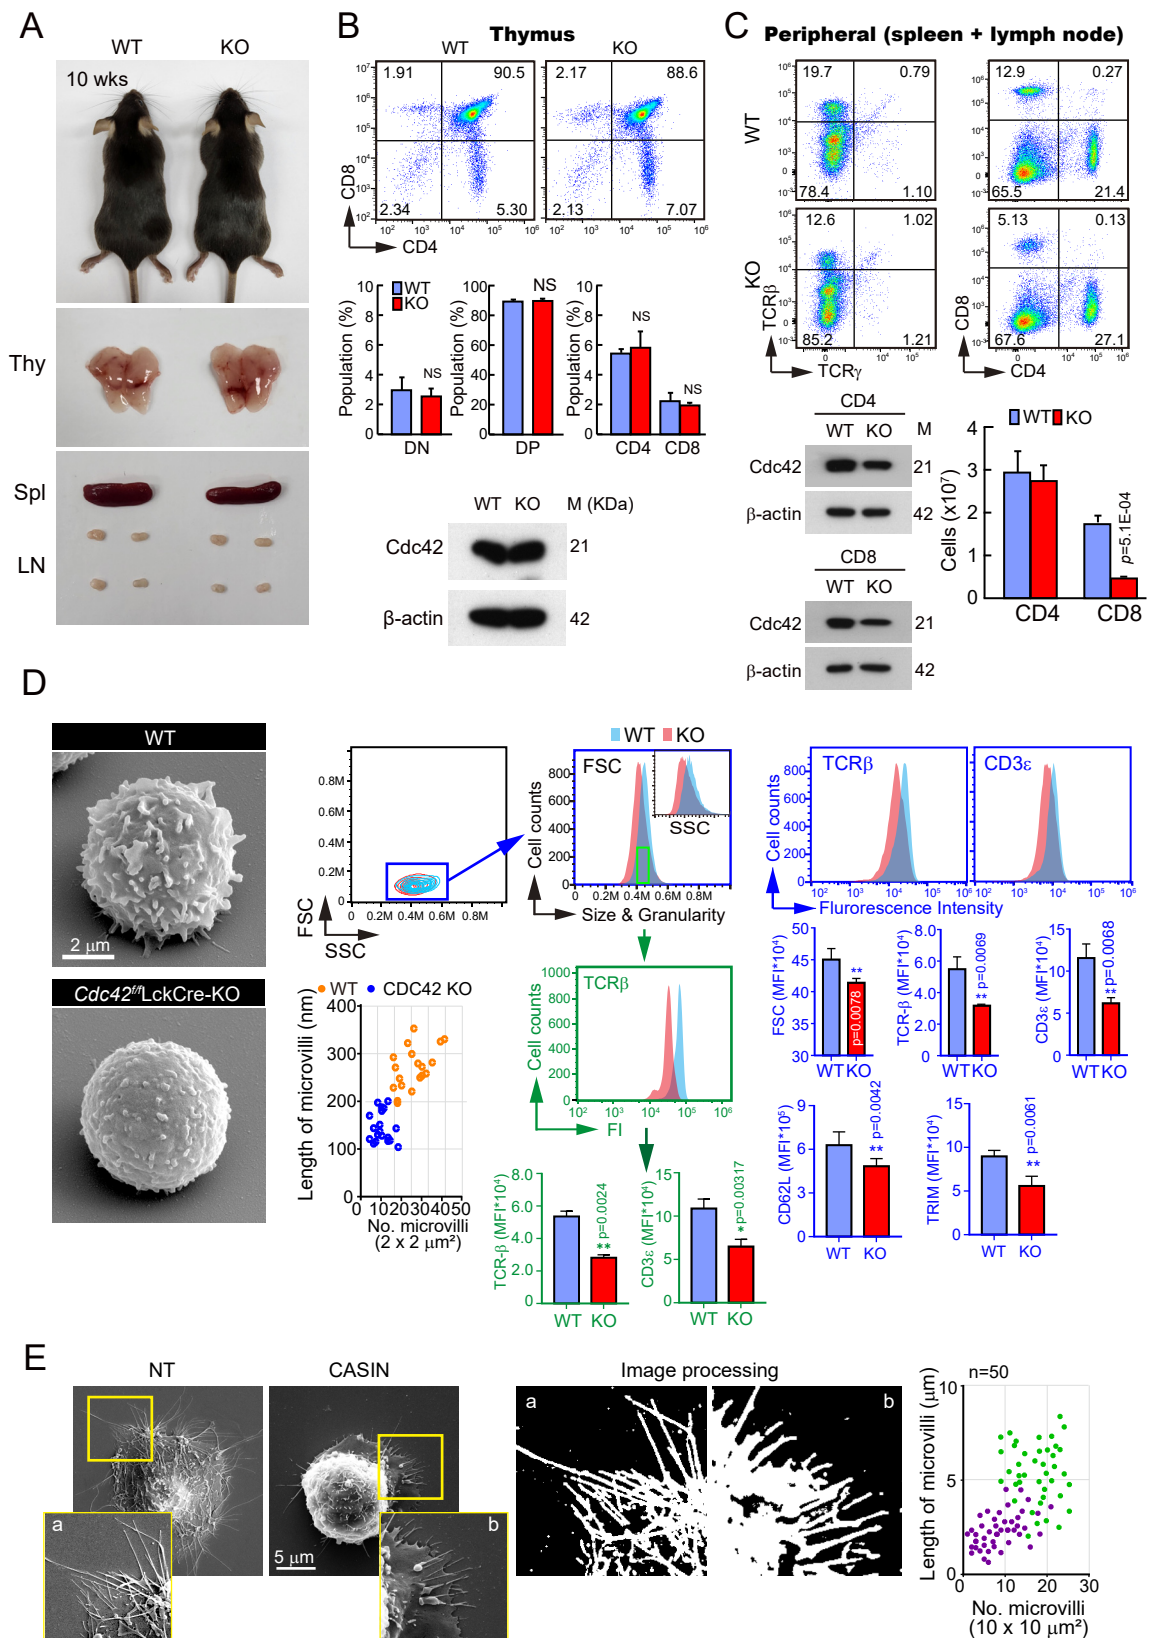

**Figure S3. *Cdc42<sup>ff</sup>* dLckCre mice shows normal thymic T-cell development.** (A) Representative pictures of mouse, thymus, spleen, and lymph nodes of *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>*dLckCre mice at 10-week-old. (B) Representative flow cytometry plots of CD4 and CD8 stained thymocytes and quantification of the average percentages of DN, DP, CD4<sup>+</sup> or CD8<sup>+</sup> SP thymocytes obtained from *Cdc42<sup>ff</sup>* and *Cdc42<sup>ff</sup>*dLckCre mice. (C) Flow cytometry analysis of  $\alpha\beta$  T or  $\gamma\delta$  T cells and CD4 or CD8 populations in spleen and lymph node. The number of CD4<sup>+</sup> and CD8<sup>+</sup> T cells was quantitated. (D) SEM images of peripheral CD4<sup>+</sup> T cells from *Cdc42<sup>ff</sup>* (WT) and *Cdc42<sup>ff</sup>*LckCre (KO) mice (left). Flow cytometry analysis measuring FSC and SSC in T cells, along with the microvilli-associated proteins TCR $\beta$  and CD3 $\epsilon$  (right). The data represent the mean  $\pm$  SEM from three independent experiments. Data represent the mean  $\pm$  SEM of three independent experiments. Statistics was performed using student's t test. (E) SEM images of non-treated (NT) and CASIN-treated MC38 cells (left). Yellow insets show magnified views of filopodia. Quantification of filopodia length and number per 10  $\times$  10  $\mu\text{m}^2$  area from 50 images is shown (right).

Figure S4. CD4<sup>+</sup> T cells from *Cdc42<sup>fl/fl</sup>*dLck-Cre mice exhibit attenuated actin dynamics following TCR stimulation

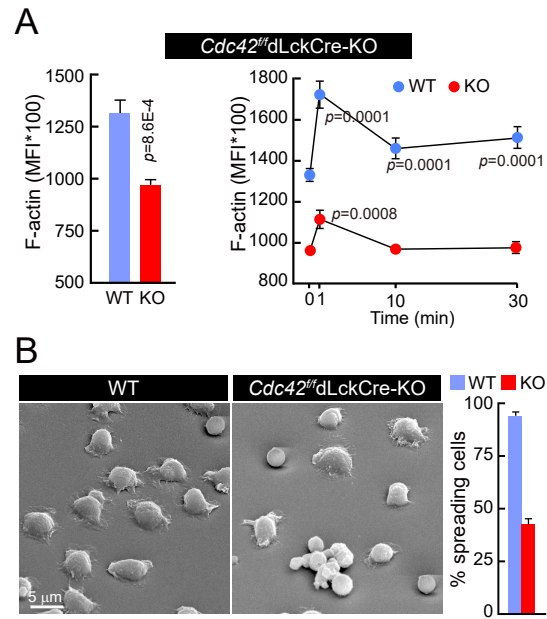

**Figure S4. CD4<sup>+</sup> T cells from *Cdc42<sup>fl/fl</sup>*dLck-Cre mice exhibit attenuated actin dynamics following TCR stimulation.** (A) A representative histogram of the time-dependent F-actin contents of *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>*dLck-Cre peripheral CD4<sup>+</sup> T cells. Cells were stimulated with soluble anti-CD3/CD28 Abs for the indicated time points, fixed, and stained with TRITC-phalloidin. Bar graph shows F-actin content in the resting condition. Data represent the mean  $\pm$  SEM of three independent experiments. (B) Representative SEM images of peripheral CD4<sup>+</sup> T cells from *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>* dLckCre mice on anti-CD3/CD28 Abs-coated glass for 5 min. At least 100 cells on random images were counted for statistical analysis on cell spreading. Data represent the mean  $\pm$  SEM of three independent experiments.

Figure S5. OTII CD4<sup>+</sup> T cells inhibiting Cdc42 show attenuated TCR signaling and antigen recognition on APCs

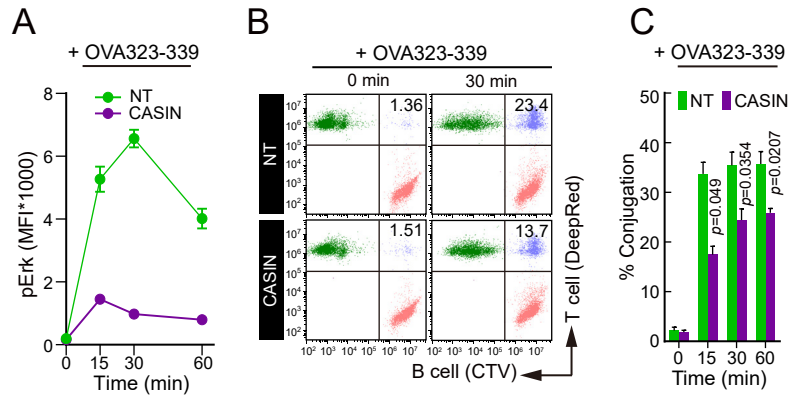

**Figure S5. OTII CD4<sup>+</sup> T cells inhibiting show attenuated TCR signaling and antigen recognition on APCs.** (A) ERK signaling in CD4<sup>+</sup> T cells with or without CASIN. CD4<sup>+</sup> T cells were pretreated with 10  $\mu$ M CASIN for 2 h prior to the experiment. (B-C) Conjugation assay between CD4<sup>+</sup> T cells with or without CASIN and APCs. CD4<sup>+</sup> T cells were stained with Cell Tracker Deepred and co-cultured with B cells, which were either pulsed with OVA<sub>323-339</sub> or not, for different durations (0 min, 15 min, 30 min, and 60 min). B cells were stained with CTV to distinguish them from T cells. Conjugated cells were analyzed by flow cytometry (B) and quantified (C). CD4<sup>+</sup> T cells were pretreated with 10  $\mu$ M CASIN for 2 h prior to the experiment. Data represent the mean  $\pm$  SEM of three independent experiments.

**Figure S6. T cells lacking cdc42 exhibit reduced TCR microclusters** (A) Schematic diagram presenting a potential mechanism of how microvilli that disappear at the dSMAC move toward the cSMAC with TCR microclusters during immune synapse formation, and reappear after immune synapse deformation in T cells. (B) Confocal microscopy images showing TCR microclusters on a planar bilayer presenting OVA<sub>323-339</sub>/I-A<sup>b</sup> and ICAM-1. OT-II CD4<sup>+</sup> T cells were pre-treated with CASIN (10  $\mu$ M), LatA (237 nM), JPK (100 nM), or CK636 (100  $\mu$ M) for 30 min, stained with anti-TCR $\beta$  (H57Fab-Alexa594), and individual TCR microclusters were tracked for 20 min. Data represent the mean  $\pm$  SEM of three independent experiments. Statistics was performed using student's t test.

Figure S7. scRNA-seq analysis of total thymocytes

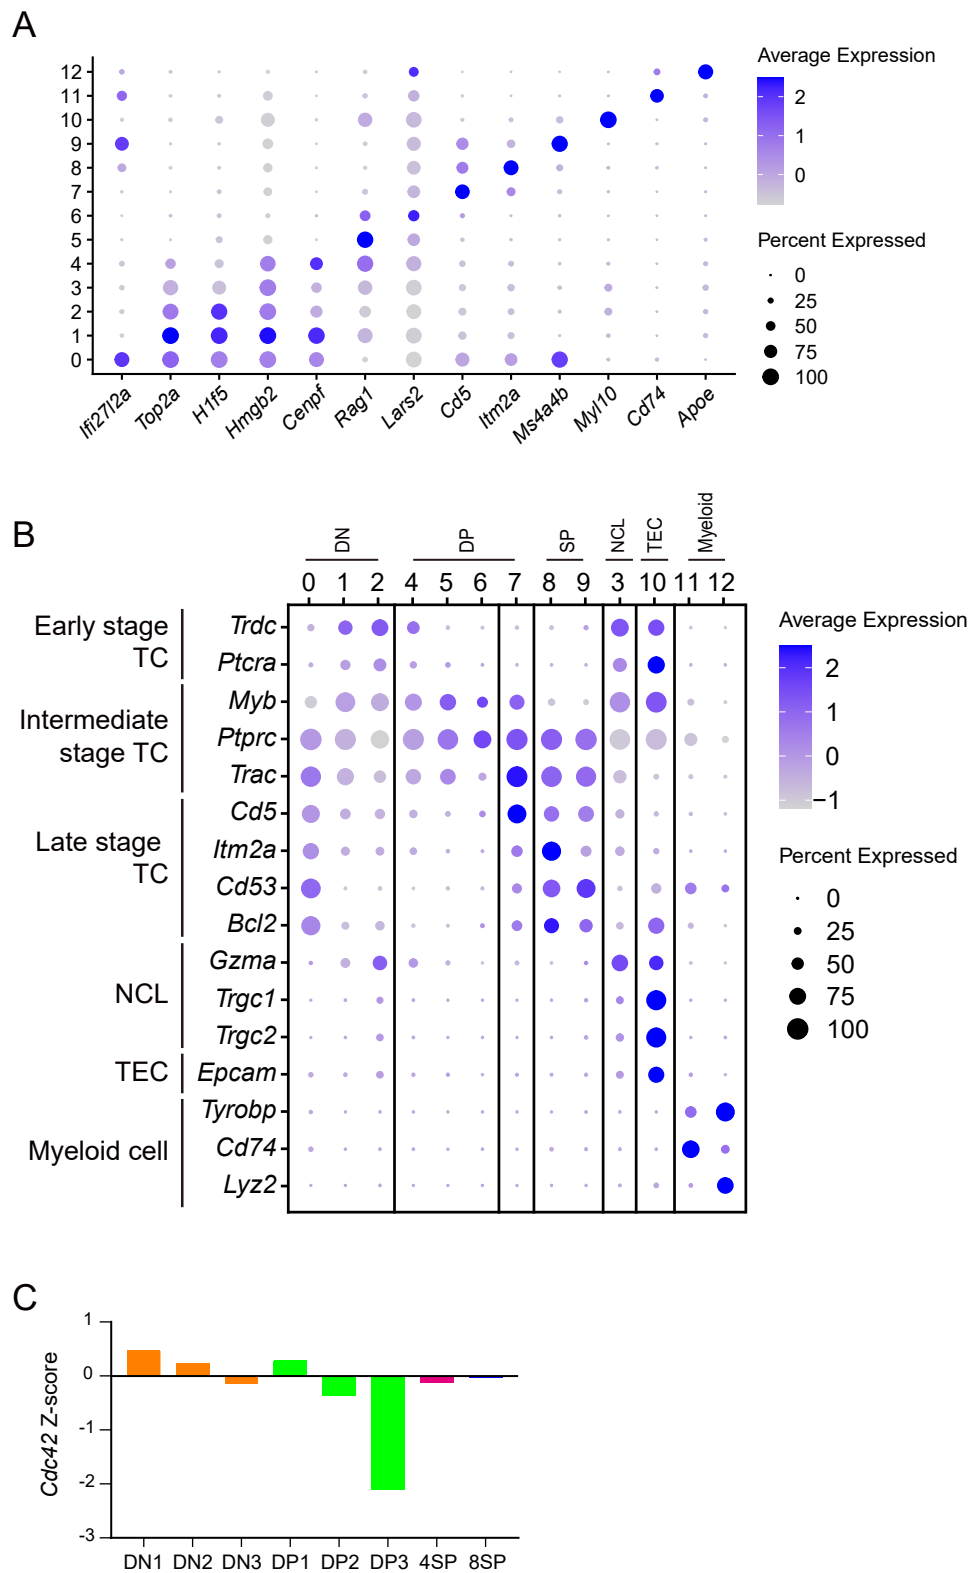

**Figure S7. scRNA-seq analysis of total thymocytes.** (A) Dot plot showing the expression of selected markers of 13 clusters. (B) Dot plot for expression of marker genes in different cell types. Color represents the average expression level for marker genes in each cell group, and size indicates the proportion of cells expressing marker genes. (C) Z-score normalized expression of *Cdc42* in WT thymocyte subsets (DN1–DN3, DP1–DP3, 4SP, and 8SP) based on single-cell RNA-seq data.

Figure S8. Regulon analysis of total thymocytes

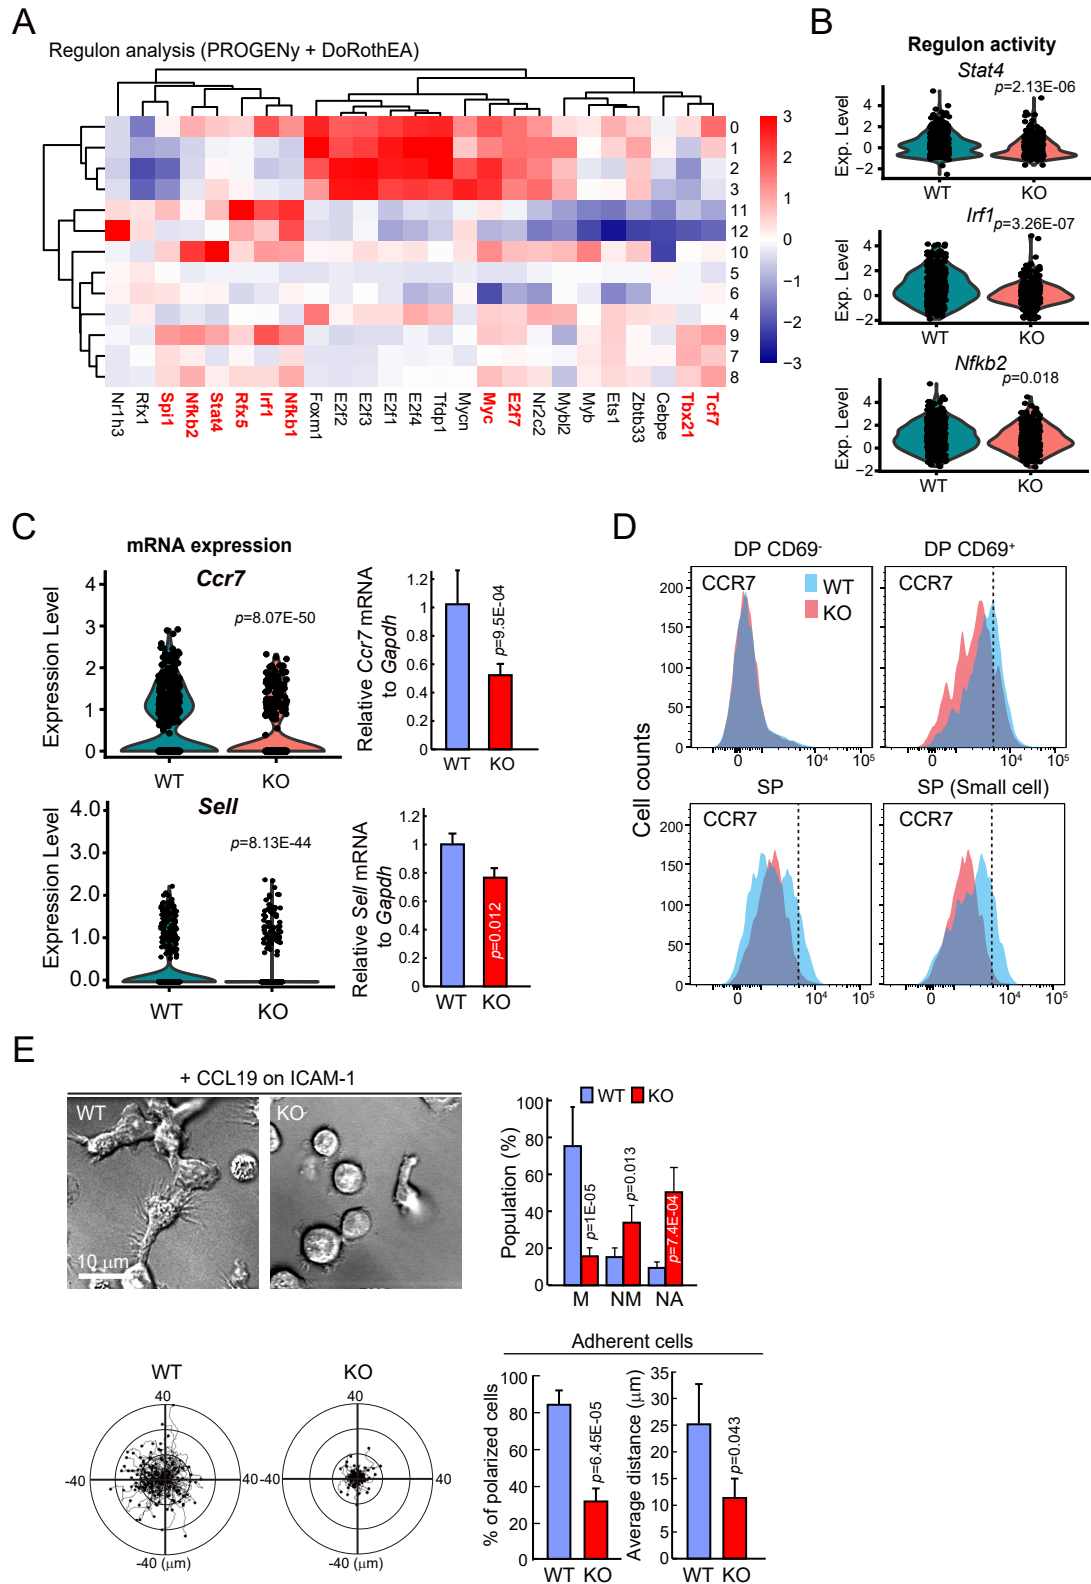

**Figure S8. Regulon analysis of total thymocytes.** (A) Hierarchical clustering of Regulon analysis from 13 clusters. DoRothEA database and PROGENy method were combined for analysis. The red font indicates the regulons whose expression has increased in Cluster 8 (SP stage). (B) Violin plots of regulon activity of *Stat4*, *Irf1* and *Nfkb2* from Cluster 8 (SP stage). (C) Violin plots of *Ccr7* and *Sell* mRNA expression from Cluster 8 (SP stage) depicted in Fig. 3A and the real-time quantitative PCR analysis for validation. (D) Flow cytometric analysis of CCR7 expression in CD4<sup>+</sup> single-positive (SP) thymocytes. Histograms compare the expression levels of CCR7 between *Cdc42<sup>fl/f</sup>* and *Cdc42<sup>fl/f</sup>CD4Cre* cells in both DP CD69<sup>+</sup> and SP (small cell) populations, highlighting differences in surface marker expression. (E) Chemokinesis assay. CD4<sup>+</sup> SP thymocytes were placed on ICAM-1 coated plate, stimulated with CCL19, and imaged for 20 min under EVOS microscopy. M, motile cells; NM, non-motile cells; NA, non-adherent cells. Cell trace analysis of CD4<sup>+</sup> SP thymocytes were analyzed by Imaris 8.0 software. Statistics was performed using student's t test.

Figure S9. Comprehensive gene profiling involved in vesicle generation

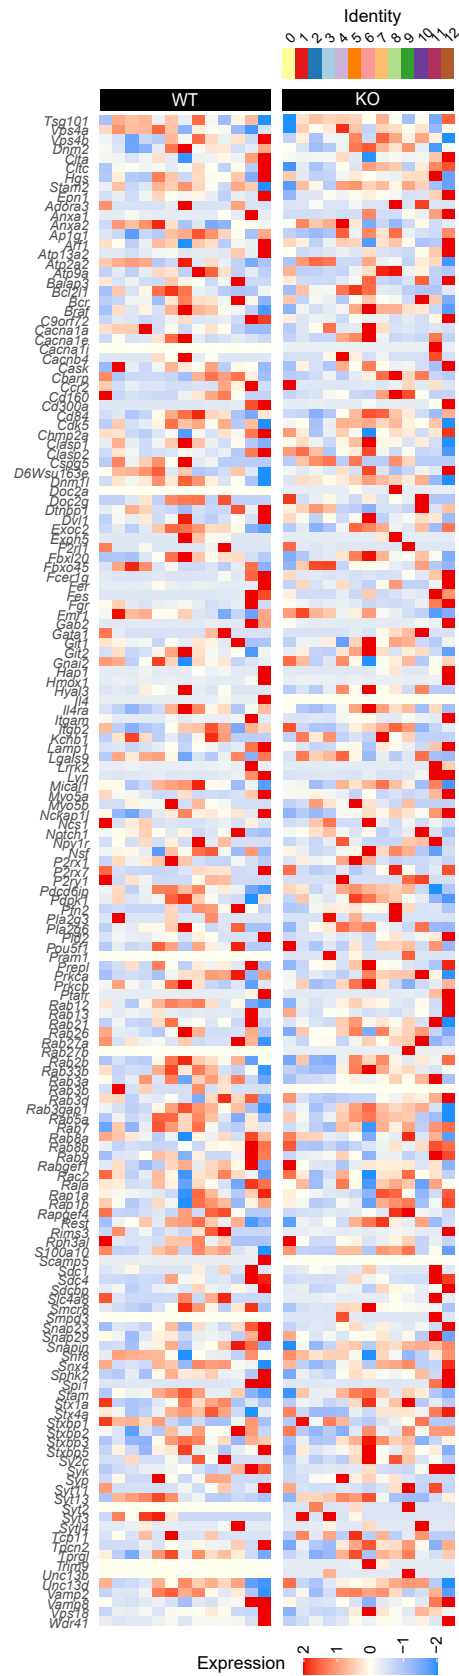

**Figure S9. Comprehensive gene profiling involved in vesicle generation.** (A) Heatmap showing the expression levels of genes related to vesicle generation in WT and *Cdc42<sup>fl/fl</sup>*CD4Cre-KO thymocytes. Single-cell RNA sequencing (scRNA-seq) data were analyzed and grouped into 13 clusters (color bar at the top) representing different thymocyte subsets. Each row corresponds to a gene involved in vesicle formation, trafficking, and exocytosis, while each column represents an individual cell.

Figure S10. CD4<sup>+</sup> T cells inhibiting Cdc42 exhibit a severe defect in adhesion to high endothelial venules in vivo

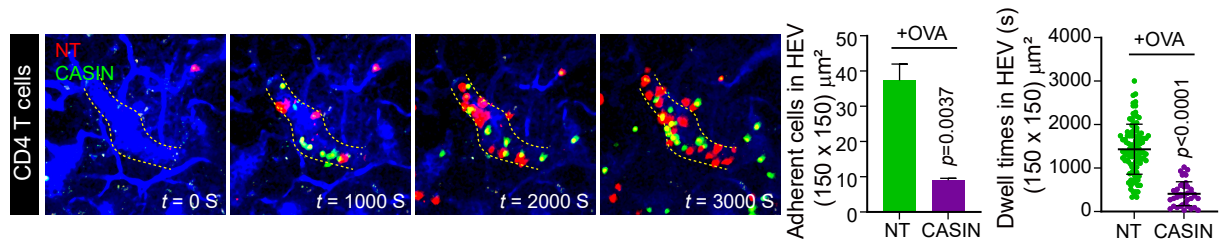

**Figure S10. CD4<sup>+</sup> T cells inhibiting Cdc42 exhibit a severe defect in adhesion to high endothelial venules *in vivo*.** In vivo two-photon imaging of HEV interactions by OT-II CD4<sup>+</sup> T cells (with or without CASIN) for 3000 s. Representative time-lapse images show the dynamics of cell adhesion and accumulation within HEVs (outlined in yellow). Quantification of adherent cells per 150 × 150 μm<sup>2</sup> field (left) and dwell times within HEVs (right) are shown. Data represent the mean ± SEM of three independent experiments. Statistical significance was determined using unpaired Student's *t* test.

**Movie S1 (separate file). TCR clustering of CD4<sup>+</sup> SP thymocytes in the supported lipid bilayer.** CD4<sup>+</sup> SP thymocytes obtained from the thymus of OTII crossed *Cdc42<sup>fl/fl</sup>* and *Cdc42<sup>fl/fl</sup>*CD4Cre mice were stained with anti-TCR $\beta$  (H57Fab-Alexa594) and stimulated on supported lipid bilayer with OVA<sub>323-339</sub>/I-A<sup>b</sup> and ICAM-1. Centripetal movement of TCR microclusters was imaged for 20 min every 12s using a TIRF microscope. This video corresponds to Figure 4B.

**Movie S2 (separate file). CD4<sup>+</sup> SP thymocytes from *Cdc42* KO mice exhibit severe defect in adhesion to HEVs *in vivo*.** Two-photon intravital imaging of CD4<sup>+</sup> SP thymocytes at the HEVs of the popliteal lymph node. CD4<sup>+</sup> SP thymocytes from *Cdc42<sup>fl/fl</sup>* OT-II (WT) and *Cdc42<sup>fl/fl</sup>* CD4-Cre OT-II (KO) mice were labeled with CMRA (orange) and CMFDA (green), respectively, and intravenously injected into WT recipient mice. The recipients had been injected 24 h earlier with OVA<sub>323-339</sub>-pulsed BMDCs. HEVs were visualized by intravenous injection of Dextran-Cascade Blue<sup>TM</sup>. The popliteal lymph node was imaged using two-photon microscopy for 3 h. This video corresponds to Figure 7A.

**Movie S3 (separate file). *Cdc42*-KO CD4<sup>+</sup> SP thymocytes move faster than wild-type CD4<sup>+</sup> SP thymocytes at the popliteal lymph node (Site I).** Two-photon microscope imaging of CD4<sup>+</sup> SP thymocytes at popliteal lymph node. CMRA-labelled and OVA<sub>323-339</sub>-pulsed BMDCs were injected to footpad of recipient wild-type mice. CMFDA-labelled CD4<sup>+</sup> SP thymocytes (OTII crossed *Cdc42<sup>fl/fl</sup>*CD4Cre) were *i.v.* injected at 24 h post DC injection and popliteal lymph node was imaged for 2 h at 24 h post injection of CD4<sup>+</sup> SP thymocytes. Two migrating cells (non-interacting cells) were randomly selected in each condition, highlighted as white and red dot circle, and tracked for 35 min. A track path was visualized as dot line. This video corresponds to Figure 7C.

**Movie S4 (separate file). Reduced interaction of CD4<sup>+</sup> SP thymocytes from *Cdc42* KO mouse with antigen-pulsed DCs at the popliteal lymph node (Site II).** Two-photon microscope imaging of CD4<sup>+</sup> SP thymocytes interacting with antigen-pulsed DCs at popliteal lymph node. CMRA-labelled and OVA<sub>323-339</sub>-pulsed BMDCs were injected to footpad of recipient wild-type mice. CMFDA-labelled CD4<sup>+</sup> SP thymocytes (OTII crossed *Cdc42<sup>fl/fl</sup>*CD4Cre) were *i.v.* injected at 24 h post DC injection and popliteal lymph node was imaged for 2 h at 24 h post injection of CD4<sup>+</sup> SP thymocytes. Two DC-interacting T cells were randomly selected in each condition, highlighted as white and red dot circle, and tracked for 35 min. A track path was visualized as dot line. This video corresponds to Figure 7D.

**Movie S5 (separate file).** CASIN-treated OTII CD4<sup>+</sup> T cells exhibit a severe defect in adhesion to HEVs *in vivo*. OTII CD4<sup>+</sup> T cells, pretreated with or without CASIN, were labeled with CMRA (orange) or CMFDA (green), respectively, and intravenously injected into wild-type recipient mice that had received OVA<sub>323-339</sub>-pulsed BMDCs 24 h earlier. HEVs were visualized using Dextran-Cascade Blue<sup>TM</sup>. The popliteal lymph node was imaged by two-photon microscopy up to 3000s. This video corresponds to Figure S10.

## SI References

### Experiment References:

1. H. Kim, *et al.*, T cell microvilli constitute immunological synaptosomes that carry messages to antigen-presenting cells. *Nat. Commun.* **9**, 3630–3648 (2018).

How the deposited data were processed for this re-analysis (not part of the article)

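The single-cell data come from whole thymus of 5 Cdc42f/f mice (WT) and 5 Cdc42f/f CD4Cre mice (KO) of 6 weeks, pooled into 1 library per condition. The authors processed the reads with Cell Ranger and the cells in Seurat, removed cells with fewer than 200 or more than 6000 genes or more than 50000 reads, and deposited a matrix of UMI counts per gene and cell without normalization. The genome build, the annotation and the versions of Cell Ranger and Seurat are not stated in the paper's text. A second table, deposited with the matrix, gives each cell's total UMI count, its number of genes, a mitochondrial percent and the cluster numbers of Seurat at resolutions 1.5, 1.8 and 2. The mitochondrial percent deposited by the authors is 0 in every cell and was not used, and the percentages given here were computed from the matrix. Conditions were taken from the WT or KO in the cell names, which carry Cdc45 in place of Cdc42.

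The clusters at resolution 1.5, which are the ones Seurat had set as current, were used throughout and named by the markers of Fig. S7A. The 13 clusters of the paper are not in the deposited table. Of the 20282 gene names of the matrix, 19797 were found in GENCODE vM21 on GRCm38, which supplied positions and exons. Whether the authors used this annotation is not known.

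With 1 library per condition no statistical test was made between WT and KO, and cells were not treated as replicates. UMIs were summed per cluster and library and given as CPM, and log2 ratios of the KO-labelled over the WT-labelled library were computed after adding 0.5 to both sums. Intervals are exact 95% intervals (Poisson, conditional binomial, Clopper-Pearson) and cover counting error only. Precision follows the number of UMIs: the WT-labelled library held 29706197 UMIs and the KO-labelled library 37920214.

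Gene lists were written before the data were examined, as were the clusters compared, the rule for naming genes and the alternatives, apart from those said to be chosen later. They cover the actin genes the paper names, other actin genes, the Arp2/3 complex, ESCRT, vesicle formation and exocytosis, apoptosis, antigen presentation, interferon response, early and late SP maturation, the TCR complex, early stress response and ribosomal proteins, with lists of marker genes for gamma-delta T cells, DN cells, TECs, macrophages, dendritic cells and B cells. For each list the median log2 ratio was taken over genes with at least 20 UMIs in the cluster over both libraries. Its interval comes from 1000 Poisson redraws of the counts, and its percentile from 10000 random lists of the same size matched on mean expression in 20 bins. Named genes are those the paper names for these data, the genes of the lists, and for each SP cluster the 5 genes with the largest rise and the 5 with the largest fall among genes with at least 100 UMIs. 1 gene that the paper names and 1 gene list are not reported here. Genes listed as changed in the same direction in every stage were chosen after their values were seen. The leading genes of a cluster are the 10 with the largest ratio of the mean level over its cells to that over other cells, among genes with a UMI in at least 10% of its cells. A first version by summed CPM was replaced after 1 cell with many UMIs was seen to lead the list of the Lars2 cluster.

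The computation was tested on simulated data, in which counts were drawn for the real genes from the real means and totals of the 2 libraries and 200 genes were changed by a log2 ratio of 1. In the Itm2a cluster, with 5793 genes, 98.5% of the changed genes had an interval on the right side of 0, 96.2% of all intervals held the true ratio, and 5.0% of 200 unchanged lists lay above percentile 95. In the Ms4a4b cluster, with 5414 genes, these values were 98.0%, 95.9% and 5.0%.

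The alternatives were totals without ribosomal protein and mitochondrial genes, TMM factors from edgeR 4.0.16, size factors from DESeq2 1.42.0, the mean over cells of counts per 10000 UMIs, cells thinned to 1000 UMIs, cells with over 10% mitochondrial UMIs left out, doublets left out, the 5% of cells with most UMIs left out, SP cells sorted by coreceptor UMIs, other denominators for shares, a minimum of 1, 5 or 50 UMIs, 1 added in place of 0.5, the ratio of summed UMIs in place of the median, and random lists without matching. Added after the data were seen were the clusters at resolutions 1.8 and 2, clusters made without the genes that differ between the libraries, and WT cells weighted to the maturation score of the KO cells in 5 bins, with and without the 4 late SP genes that are also on the interferon or antigen presentation list. The new clusters used 2000 variable genes, 30 principal components, 20 neighbours and resolution 1.5 in scanpy 1.11.5, after 3884 genes were left out: those with a log2 ratio 0.5 or more from the median of all genes in either SP cluster, Itm2a, Ms4a4b, Xist, and the ribosomal protein and mitochondrial genes. A first rule, the new cluster with the highest Ms4a4b level, chose a cluster too small to use and was replaced by the new clusters made mostly of cells of both deposited SP clusters. Doublets were called with Scrublet through scanpy within each library. Its automatic threshold marked 0.0491% of the WT-labelled and 0% of the KO-labelled cells, which is too few to have worked, and the highest scores at an expected rate of 6% were used instead. They marked 5.43% and 5.18% of the cells.

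The rule by which an explanation was called excluded in the tests of the closing section was replaced after the values were seen: at first it set a share of the shift that had to remain, and afterwards it asked whether the shift left was beyond its counting spread. This changed the reading for the totals without ribosomal protein genes in the Itm2a cluster and for the scaling in the Ms4a4b cluster, from undecided to excluded as the whole cause. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and R 4.3.3. Regulon activity, GO and pathway enrichment were not computed, since the gene sets behind them were not at hand. The quantitative PCR, imaging and flow cytometry of the paper were not analysed here.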

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

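Thinning and the totals without ribosomal protein genes were planned as alternatives but set against the interferon pattern only after the result was seen, and the tests of free RNA, of maturation, of overlapping genes, of linked blocks and of the Myl10 cluster were chosen only then. The interferon and maturation lists themselves were written earlier.

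The list of 48 interferon response genes moved in opposite directions in clusters of the same pair of libraries. Its median log2 ratio of the KO-labelled over the WT-labelled library was −0.76 (interval −0.85 to −0.58) in the Itm2a cluster and −0.49 (−0.57 to −0.40) in the Ms4a4b cluster, and 0.38 (0.32 to 0.49) in the Rag1 clusters. The difference between the clusters was not tested, since 1 library per condition gives no replicates. The list was also higher in the library labelled KO in the Cd5 (0.26), proliferating (0.44), Lars2 (0.40) and Myl10 (0.16) clusters. The fall was not confined to the SP clusters, with −0.86 in the Cd74 cluster and −1.22 over 10 genes in the Apoe cluster. The list kept its sign in the Ms4a4b and Rag1 clusters under each alternative tried. It also kept its sign in the Itm2a cluster under all but the clusters at resolutions 1.8 and 2, where only the part with more Itm2a is counted. The 23 antigen presentation genes, of which 2 are on the interferon list, moved with it, with −0.42 in the Itm2a and −0.32 in the Ms4a4b cluster.

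More free RNA in the library labelled KO would dilute every transcript enriched in an SP cluster. It is argued against for the fall in the SP clusters by other genes at least as enriched there in the WT-labelled library as the list, whose medians were 0.073 (0.030 to 0.11) over 266 genes in the Itm2a cluster and 0.046 (−0.06 to 0.13) over 107 genes in the Ms4a4b cluster. More free RNA in the library labelled WT would lower the list in the Rag1 clusters too, which their 0.38 argues against. For the rise in the Rag1 clusters, free RNA and a higher response of these cells cannot be told apart, because late SP genes outside both lists rose there as well, by 0.17 (0.12 to 0.27), and the make-up of the free RNA is not known. A difference in depth per cell is argued against by the medians after thinning, −0.63 in the Itm2a and −0.56 in the Ms4a4b cluster. The fall of ribosomal protein transcripts in the denominator raises other genes in the library labelled KO, so it cannot produce a fall of the list. Without those genes in the total the medians were −0.87 and −0.67. For a difference in maturation stage, the clusters part. The list of late SP genes shares 2 genes with the interferon and 2 with the antigen presentation list, and is used in this paragraph without them. In the WT-labelled library the interferon list was higher in the Ms4a4b than in the Itm2a cluster, by 0.85, as were the late SP genes, by 0.50, while early SP genes were lower, at −1.13. In the Itm2a cluster, early SP genes were higher in the library labelled KO, at 0.52, and late SP genes were at 0.03 (−0.10 to 0.13). With WT cells weighted to a maturation score made without the shared genes, the interferon list was at −0.41 there (−0.37 with them), and among the cells with more Itm2a at resolution 1.8, where neither maturation list moved, it was at 0.08 (−0.03 to 0.26). In the part with less Itm2a, which holds 316 of the cluster's 479 WT-labelled cells, the interferon list was at −0.76 (−0.86 to −0.58). Early SP genes were at 0.57 in that part. A lower maturity of the cells labelled KO and a lower response at the same maturity cannot be told apart in the Itm2a cluster. The weighting leaves part of the shift, and the shift lies in the part where early SP genes rose, while the cells with more Itm2a show none. In the Ms4a4b cluster the weighted median was −0.49 (−0.45 with the shared genes), and early and late SP genes were at 0.09 (−0.10 to 0.33) and 0.24 (0.16 to 0.29). With TMM factors early SP genes and the full late SP list were at −0.17 and −0.12, so the scaling sets their direction, but the weighting does not rest on it, and a difference in the measured maturation is argued against as the whole cause. An effect of the loss of Cdc42 remains open and was not tested, as do differences between the pooled mice or between the preparations of the 2 libraries.

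Genes the paper does not discuss differed in the same direction in every stage. 2610035D17Rik had 0 UMIs in the WT-labelled and 366 UMIs in the KO-labelled library, at least 95.6-fold higher against a floor of 3 counts over the library. Gm45315, annotated as a processed pseudogene, had 156 and 6570 UMIs, a ratio of 33.0 (28.1 to 38.9). Both appear in cells of every stage, including those with the most Rag1. In the other direction, Wnt8b had 711 and 13 UMIs, Ctsl 40020 and 7385 UMIs (a ratio of 0.145), and the hemoglobin genes Hbb-bs 1137 and 20 UMIs and Hbb-bt 307 and 2 UMIs. mt-Nd3 had 2712 and 7963 UMIs. The size was not the same in every stage: the log2 ratio of Ctsl ran from −1.15 in the Ms4a4b cluster to −3.50 in the proliferating clusters, which also hold 1000 of the Hbb-bs UMIs of the WT-labelled library. UMIs moved to Gm45315 from the genes that overlap it would leave those lower in the library labelled KO, but Gm18194 and Zscan18 together had 155 UMIs in the WT-labelled and 231 in the KO-labelled library. Linked blocks of another mouse strain would place such genes close together: 18 of the 50 genes with the largest difference in the stage where it was smallest lie within 5 Mb of another, against a median of 12 in random sets matched on UMIs, at percentile 92.4. Such blocks and scattered differences cannot be told apart, because random sets reached up to 27. Loss of Cdc42 in the cells themselves is argued against as the whole cause by the Myl10 cluster, led by gamma-delta and DN genes and not used to choose the 50 genes: over the 19 of them with at least 20 UMIs there, the median log2 ratio, taken in the direction of the stages, was 0.59 (0.36 to 0.93), with 1 and 82 UMIs for Gm45315. An effect of the mutant thymus on cells that keep Cdc42 was not tested and stays open, as does a difference between the pools of mice, which 1 library per condition does not separate from it.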

How the results depend on the processing

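The clusters at resolutions 1.8 and 2, the clusters made without differing genes and both weightings by maturation were chosen only after the data were seen. Where results moved or reversed below, the cause was not tested. Log2 values are ratios of the KO-labelled over the WT-labelled library, given for the Itm2a and then the Ms4a4b cluster unless 1 of them is named. Of 288 values of the 31 results that answer a comparison, 196 stayed within their counting interval, 89 moved beyond it and 3 changed direction. Of 620 values of 47 other results, 426 stayed, 180 moved and 14 changed direction. A change of direction was counted only where the interval of the reported value lay to 1 side of 0. Where it spanned 0, the sign changed in 13 values of the former and 42 of the latter, which are counted as stayed or moved. For the SP clusters, resolutions 1.8 and 2 gave the same values.

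As a share of the SP cells, the Itm2a cluster went from 59.1% of the WT-labelled to 44.4% of the KO-labelled library and the Ms4a4b cluster from 40.9% to 55.6%. Sorted by coreceptor UMIs, the shares of all cells were 3.37% and 2.22% for cells with Cd4 alone and 4.01% and 2.14% for cells with Cd8a or Cd8b1 alone. At resolutions 1.8 and 2, the cluster with most Itm2a, only a part of the deposited Itm2a cluster, held 2.83% and 2.46%. In clusters made without differing genes, the one with most Itm2a held 3.96% and 3.13%. The share of the Itm2a cluster was lower in the library labelled KO under each of these.

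With ribosomal protein and mitochondrial genes left out of the total, the medians were 0.12 and 0.38 for the named actin genes, 0.080 and 0.20 for other actin genes, 0.080 and 0.087 for ESCRT, 0.15 and 0.21 for vesicle genes and −0.018 and −0.024 for apoptosis (reversed in the Ms4a4b cluster), with 0.21 for Cdc42 in the Ms4a4b cluster. Late SP genes reversed to −0.03 in the Ms4a4b cluster and TCR genes to −0.017 in the Itm2a cluster.

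With TMM factors, they were 0.067 and 0.29 for the named actin genes, 0.026 and 0.11 for other actin genes, 0.025 and 0.0007 for ESCRT, 0.10 and 0.12 for vesicle genes and −0.073 and −0.11 for apoptosis (reversed in the Ms4a4b cluster), with −0.22 and 0.12 for Cdc42. The Arp2/3 complex reversed to −0.021 and TCR genes to −0.072 in the Itm2a cluster, and late SP genes to −0.12 in the Ms4a4b cluster. With DESeq2 size factors, they were 0.068 and 0.33, 0.027 and 0.15, 0.026 and 0.039, 0.10 and 0.16, and −0.071 and −0.072 (reversed) for the same lists, with −0.22 and 0.16 for Cdc42. The Arp2/3 complex reversed to −0.020 and TCR genes to −0.071 in the Itm2a cluster, and late SP genes to −0.078 in the Ms4a4b cluster.

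With each cell thinned to 1000 UMIs, the named actin genes were at 0.16 and ESCRT at 0.37 in the Itm2a cluster, other actin genes at 0.46 in the Ms4a4b cluster, vesicle genes at 0.43 and 0.63, Cdc42 at −0.32 and 0.23, and in the Itm2a cluster Ccr7 at −0.32 and Irf1 at −1.59. Without cells over 10% mitochondrial UMIs, Cdc42 in the Lars2 cluster of the WT-labelled library came to −0.24 relative to the other clusters without Myl10, Cd74 and Apoe. Without doublets, other actin genes were at 0.23 in the Itm2a cluster.

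With SP cells sorted by coreceptor UMIs, the named actin genes were at 0.52 and 0.42, other actin genes at 0.36 and 0.26, and in cells with Cd4 alone ESCRT at 0.38, Ccr7 at −0.22 and Irf1 at −0.13. At resolutions 1.8 and 2, in the cluster with most Itm2a, other actin genes were at 0.066, ESCRT at 0.045, vesicle genes at 0.10, Cdc42 at −0.32, Ccr7 at −0.14 and Nfkb2 at 1.24. Antigen presentation reversed there to 0.13, interferon response to 0.078 and early SP genes to −0.048. In the part with less Itm2a at resolution 1.8 these lists did not reverse, at −0.42, −0.76 and 0.57. With WT cells weighted by maturation, vesicle genes were at 0.15 in the Itm2a cluster, and with a score without interferon and antigen presentation genes at 0.18, with ESCRT at 0.10. Among random lists without matching, percentiles were 75.7 and 97.7 for the named actin genes, 76.6 and 95.7 for other actin genes, 69.9 and 57.4 for ESCRT, 97.3 and 96.9 for vesicle genes and 19.5 and 14.1 for apoptosis. Depth limits what Stat4 and Nfkb2 can show, since their intervals in the Itm2a cluster span 0.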

Differences from the paper's values

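No value that the paper states for the cells, the clusters or their shares lay more than 1.5 times away from the value here.

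The paper states that in the single-cell data the CD4 SP cells alone showed a marked decrease. Sorted by coreceptor UMIs over both SP clusters, a setting fixed before the data were examined, cells with Cd8a or Cd8b1 UMIs and without Cd4 UMIs fell from 4.01% of the WT-labelled to 2.14% of the KO-labelled library, while cells with Cd4 UMIs alone fell from 3.37% to 2.22%. The former fall lay mostly in the Itm2a cluster, from 2.27% to 0.859%, against 1.73% to 1.28% in the Ms4a4b cluster. Such cells also fell over all cells, from 29.5% to 22.8%, while cells of the Rag1 clusters with a Cd4 UMI rose from 74.5% to 82.2%, so the sort does not separate fewer CD8 SP cells from more detected Cd4. By the deposited clusters at resolution 1.5 only the Itm2a cluster fell, with 5.43% and 5.23% of cells in the Ms4a4b cluster. The Ms4a4b share was likewise steady without doublets (5.45% and 4.91%) and without cells over 10% mitochondrial UMIs (5.69% and 5.52%). So it was without the 5% of cells with most UMIs (5.59% and 5.45%) and as a share of thymocytes (5.56% and 5.4%). Neither cluster was of 1 coreceptor, however. In the WT-labelled library the Itm2a cluster held 130 cells with Cd4 UMIs alone and 139 with Cd8a or Cd8b1 UMIs alone. The Ms4a4b cluster held 76 and 106. Its steady share therefore cannot show that CD4 SP cells alone fell. At resolution 1.8, chosen after the data were seen, the cluster with most Itm2a showed no marked decrease, at 2.83% and 2.46% with overlapping intervals. The fall lay in the part with less Itm2a, from 5.31% to 1.8%, while the Ms4a4b cluster held 5.30% and 5.18%.

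The paper names 1 cluster as thymic epithelial cells. None of the 10 leading genes of the Myl10 cluster is on the list of TEC genes, while 3 are on the list of gamma-delta T cell genes and 2 on that of DN genes.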

Other observations

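Chosen only after the result was seen were the tests of the scaling, of the part of the Itm2a cluster with more Itm2a and of the weighting by maturation for the actin genes, of the wrong library label for Cdc42, and of the DN genes for the Myl10 cluster. The housekeeping genes were also chosen after the result. The others in this part were set beforehand.

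The 10 actin genes named by the paper were higher in the library labelled KO by a median log2 ratio of 0.24 in the Itm2a and 0.55 in the Ms4a4b cluster, against 0.09 in the Rag1 and 0.04 in the Cd5 clusters. The rise was not confined to the SP clusters, with 0.28 (0.09 to 0.45) in the Lars2 cluster. A shift of the whole library is argued against by the Myl10 cluster, at −0.035 (−0.16 to 0.09). The Cd74 cluster, at −0.20 (−0.33 to 0.003), cannot decide this. Matched random lists had a median of −0.16 there, and its median depth was 1202 UMIs in the WT-labelled and 4284 in the KO-labelled library. The fall of ribosomal protein transcripts in the denominator is argued against as the whole cause, since the medians without those genes in the total were 0.12 and 0.38, and a difference in depth per cell likewise, with 0.16 and 0.57 after thinning. Scaling by total UMIs is argued against in the Ms4a4b cluster, where the lower of the medians with TMM and DESeq2 factors was 0.29. Their lower value in the Itm2a cluster was 0.067, so a rise of these genes and a shift that all genes share cannot be told apart there, because what is left is within the counting spread of the list. A difference in maturation stage is argued against by the part of the Itm2a cluster with more Itm2a, where neither maturation list moved and the median was 0.21 (0.08 to 0.27), and by the Ms4a4b cluster with WT cells weighted to the maturation score, at 0.55. In the WT-labelled library the 10 genes were lower in the Ms4a4b than in the Itm2a cluster, at −0.23. A response to the loss of Cdc42 is a hypothesis that stays open, as does a difference between the pools of mice, which 1 library per condition does not separate from it.

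A moved cluster boundary as the cause of the lower share of the Itm2a cluster would leave the share of cells with Cd4 UMIs and without Cd8a and Cd8b1 UMIs over all clusters as it was. That share was 3.88% (3.41 to 4.39) in the WT-labelled and 2.97% (2.60 to 3.38) in the KO-labelled library, which argues against it as the whole cause. A small excess of such cells was found in the Cd5 clusters, 0.0818% and 0.251% of the library. The fall lay mostly in the part with less Itm2a at resolution 1.8, from 5.31% (4.77 to 5.91) to 1.8% (1.51 to 2.12).

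The low Cdc42 level of the Lars2 cluster in the WT-labelled library is consistent with damaged or RNA-poor cells, since its median mitochondrial percentage was 18.6% and the other housekeeping genes were lower too. A lower expression of Cdc42 at a stage of DP cells was not tested apart from this.

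Cdc42 transcripts remained in cells past the DP stage of the library labelled KO. Reads of the 3′ end of the recombined allele, which lacks exon 2, are a candidate explanation, for the ratio in the Itm2a cluster was 0.965. In the quantitative PCR of the paper, a different experiment, the Cdc42 forward primer lies in exon 2 and the reverse primer in exon 5 of both transcripts, so that it does not amplify an allele without exon 2. A wrong library label and recombination that leaves the 3′ end in place cannot be told apart from these counts: the log2 ratio in the Ms4a4b cluster was 0.38, and the counts do not show exon 2.

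T cell genes lead the Myl10 cluster. Of the list of 10 gamma-delta T cell genes, 3 were among its 10 leading genes (Trgc2 at 731 CPM, Trgc1 at 621 CPM, Trgv2 at 253 CPM), and of the list of 7 DN genes 2 were (Il2ra at 672 CPM and Hes1 at 310 CPM). Neither gamma-delta T cells nor DN thymocytes were excluded as the source. The lists share 0 genes, but 3 of the gamma-delta genes, Trdc, Trgc1 and Trgc2, are also on Fig. S7, and all 3 have UMIs in the proliferating clusters, Trdc at 287 CPM against 300 CPM in the Myl10 cluster. Sox13 and Maf, at 9.86 CPM and 9.21 CPM, were lower there than in the Ms4a4b cluster, at 13.9 CPM and 52.7 CPM.

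Among 5792 genes with at least 100 UMIs in the Itm2a cluster, the largest rises in the library labelled KO after Gm45315 were Gzma (log2 ratio 2.64), Anxa2 (1.87), Ly6d (1.60) and Rapsn (1.42), and the largest falls Plac8 (−3.20), H2-Q7 (−2.34), S100a6 (−2.17), Ifit1 (−1.98) and AW112010 (−1.89). Among 5413 genes in the Ms4a4b cluster, the largest rises after Gm45315 were Cdc25b (2.58), Klf6 (2.48), L1cam (2.43) and Ly6c1 (2.36), and the largest falls Arhgap20 (−3.74), Iigp1 (−3.38), Ifit3 (−2.23), Ckb (−2.11) and Izumo1r (−2.06). The 7 genes of the TCR complex had medians of 0.10 in the Itm2a cluster (−0.07 with TMM factors) and −0.01 in the Ms4a4b cluster. The early stress genes, of which 17 of 22 had enough UMIs, had 0.11 and 0.08 (−0.06 and −0.18 with TMM factors). No biological explanation was tested for these values.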
